# Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring

**DOI:** 10.1038/s44319-024-00121-w

**Published:** 2024-03-26

**Authors:** Jiaqi Li, Shuang Zhang, Yuyao Sun, Jian Li, Zian Feng, Huaxin Li, Mengxue Zhang, Tengteng Yan, Jihong Han, Yajun Duan

**Keywords:** ChREBP, Progesterone, MTTP, Insulin Resistance, Pregnancy, Metabolism, Molecular Biology of Disease

## Abstract

High fructose intake during pregnancy increases insulin resistance (IR) and gestational diabetes mellitus (GDM) risk. IR during pregnancy primarily results from elevated hormone levels. We aim to determine the role of liver carbohydrate response element binding protein (ChREBP) in insulin sensitivity and lipid metabolism in pregnant mice and their offspring. Pregnant C57BL/6J wild-type mice and hepatocyte-specific ChREBP-deficient mice were fed with a high-fructose diet (HFrD) or normal chow diet (NC) pre-delivery. We found that the combination of HFrD with pregnancy excessively activates hepatic ChREBP, stimulating progesterone synthesis by increasing MTTP expression, which exacerbates IR. Increased progesterone levels upregulated hepatic ChREBP via the progesterone-PPARγ axis. Placental progesterone activated the progesterone-ChREBP loop in female offspring, contributing to IR and lipid accumulation. In normal dietary conditions, hepatic ChREBP modestly affected progesterone production and influenced IR during pregnancy. Our findings reveal the role of hepatic ChREBP in regulating insulin sensitivity and lipid homeostasis in both pregnant mice consuming an HFrD and female offspring, and suggest it as a potential target for managing gestational metabolic disorders, including GDM.

## Synopsis

Hepatic ChREBP depletion improves insulin resistance and reduces hepatic lipid accumulation in pregnant mice and their female offsprings exposed to a high-fructose diet during pregnancy.

- Insulin resistance and hepatic steatosis induced by high-fructose diet during pregnancy are associated with overactivation of hepatic ChREBP.
- Hepatocyte-specific ChREBP depletion improves insulin resistance and inhibits hepatic lipid accumulation in pregnant mice and their female offsprings exposed to a high-fructose diet during pregnancy.
- Hepatic ChREBP and progesterone form a positive feedback loop involved in regulating high-fructose diet-induced insulin resistance and lipid synthesis during pregnancy.

## Abstract (web summary)

Hepatic ChREBP depletion improves insulin resistance and reduces hepatic lipid accumulation in pregnant mice and their female offsprings exposed to a high-fructose diet during pregnancy.

## Introduction

Gestational diabetes mellitus (GDM) is a frequent complication characterized by insulin resistance (IR) during pregnancy (Buchanan and Xiang, 2005). Investigating IR during pregnancy is crucial in understanding the factors contributing to the development of GDM and enhancing the maternal and neonatal outcomes associated with this disorder. Excess dietary fructose intake has been considered a risk factor for pathological IR and GDM. There are human observational and controlled studies identifying that excessive sweetened food and beverage consumption causes poor pregnancy outcomes (Borgen et al, 2012; Englund-Ögge et al, 2012; Halldorsson et al, 2010). Fasting serum fructose is associated with risk of GDM (Zhang et al, 2022). Animal studies have provided evidence that maternal consumption of fructose during pregnancy leads to elevated maternal IR, hepatic steatosis, and increased susceptibility to GDM (Liu et al, 2022; Mukai et al, 2013; Zou et al, 2012). Meanwhile, fructose intake during pregnancy disrupts offspring lipid and glucose metabolic function, and the extent of this effect varies between the genders of offspring (Regnault et al, 2013; Vickers et al, 2011). However, the mechanism underlying these perturbations in dam and offspring is ill-defined, and the available remedies are currently limited.

Currently, it is widely believed that the sharp increase in hormone levels during pregnancy is the primary cause of IR and GDM (Kampmann et al, 2019). Progesterone is a cholesterol‐derived hormone, which plays a critical role in mammalian reproduction (Kolatorova et al, 2022). Meanwhile, progesterone is thought to be one of the main factors of IR in GDM (Di Cianni et al, 2003). Progesterone induces apoptosis of beta cells and accelerates the development of diabetes in female *db*/*db* mice (Nunes et al, 2014; Picard et al, 2002). It was also noted that progesterone increases blood glucose levels via hepatic progesterone receptor membrane component 1 (Lee et al, 2020). In addition, progesterone aggravates IR by reducing the expression of glucose transporter 4 (GLUT4) (Sugaya et al, 2000).

ChREBP is a transcription factor that can be activated by fructose and its metabolites, and activated ChREBP can promote the expression of its downstream glycolytic and lipogenic genes (Kim et al, 2017; Sargsyan et al, 2023). However, the role of hepatic ChREBP in regulating systemic and hepatic glucose homeostasis and insulin sensitivity remains controversial. Studies have shown that liver-specific ChREBP KO mice had impaired insulin sensitivity under both normal diet and high-fat diet (Jois et al, 2017). Meanwhile, overexpression of a constitutively active form of ChREBP in the male mouse liver increased hepatic steatosis but enhanced insulin sensitivity under high-fat diet (Benhamed et al, 2012). What’s more, hepatic ChREBP preserved glucose and lipid homeostasis under high-glucose diet in male mice (Sargsyan et al, 2023). On the contrary, inactivation of ChREBP in *ob/ob* male mice improved glucose tolerance (Dentin et al, 2006). These results remind us that the effects of hepatic ChREBP on insulin sensitivity and glucose homeostasis may be related to specific physiological or pathological states or nutritional contexts (Katz et al, 2021). Based on the background, we aim to determine the specific role of hepatic ChREBP in HFrD-induced IR and lipid metabolic disorder during pregnancy, in which the metabolic states change largely and frequently.

## Results

### The changes in insulin sensitivity and lipid metabolism are associated with hepatic ChREBP activation during normal pregnancy

Normal pregnancy leads to benign and transitory IR from mid-to-late gestation in order to meet the energy demands of the pregnant dam and fetus (Liu et al, 2020; McIntyre et al, 2019). We collected serum and liver samples from C57BL/6J mice in different stages of pregnancy (Fig. 1A). We observed an increase in serum insulin and glucose levels as well as HOMA-IR index (Appendix Fig. S1A–C) and a decrease in insulin signaling pathway sensitivity from mid to late gestation (Appendix Fig. S1D). Firstly, we examined the mRNA expression of ChREBP in highly expressed tissues and found that the most pronounced increase in ChREBP was observed in the liver and lasted throughout the development of pregnancy (Fig. 1B). Subsequently, we assessed ChREBP protein expression in tissues with high levels of expression and observed the most significant elevation was in the liver, which persisted throughout the entire pregnancy (Fig. 1C,D; and Appendix Fig. S1E). The expression of PKLR and SCD1 also increased and lasted throughout pregnancy (Appendix Fig. S2A). Consistently, the levels of serum and hepatic lipids rose continuously (Appendix Fig. S2B–G). Taken together, the changes in insulin sensitivity and lipid accumulation may be related to the upregulation of hepatic ChREBP during normal pregnancy.

**Figure 1:**
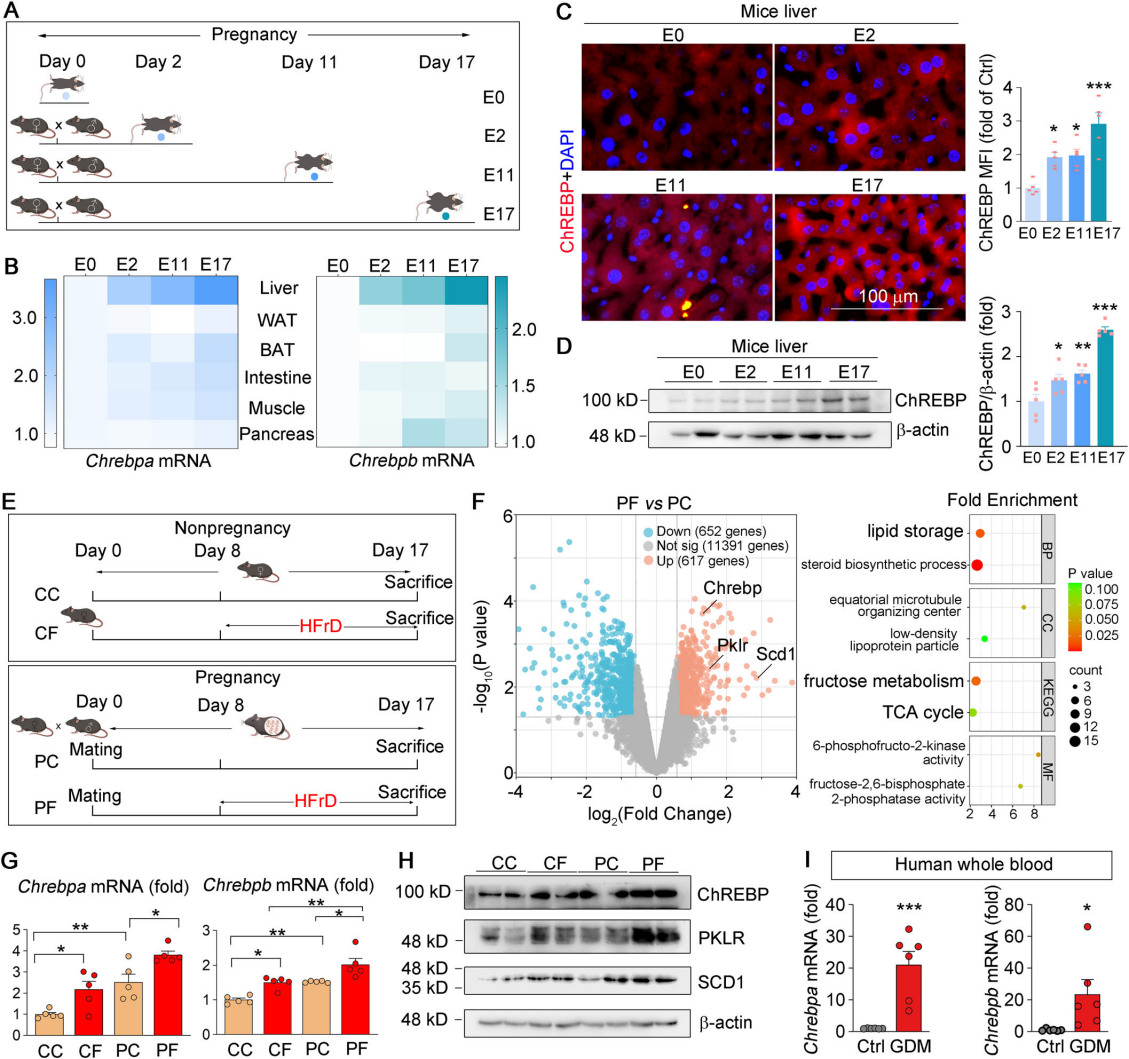
Hepatic ChREBP expression is related to gestational IR. (**A**–**D**) Female C57BL/6J wild-type mice fed with NC were randomly divided into four groups. The E0 group was unmated and defined as Day 0 of embryonic development. The other three groups were mated with adult male mice overnight, and pregnant mice sacrificed on embryonic Day 2, Day 11, and Day 17 were called the E2, E11, and E17 groups (**A**); heatmap revealing *Chrebpa* and *Chrebpb* mRNA levels in mouse tissues at different stages of pregnancy (**B**); the protein levels of ChREBP in mouse liver were determined by immunofluorescent staining with quantification of the mean immunofluorescence intensity (MFI) of images (**C**); mouse liver samples were collected and the protein levels of ChREBP were determined by Western blot with quantification of the band density (**D**), *n* = 5. (**E**–**H**) Female C57BL/6 J wild-type mice were divided into four groups: CC group, C57BL/6J mice that received NC; CF group, C57BL/6 J mice that received HFrD from Day 8 to Day 17 of pregnancy; PC group, pregnant mice that received NC; PF group, pregnant mice that received HFrD from Day 8 to Day 17 of pregnancy (**E**); RNA-seq assay with mouse liver total RNA in PF and PC groups. Volcano plot showing the transcripts in liver that were decreased (blue dots), increased (orange dots), or not changed (gray dots), *n* = 3 (**F**); expression of *Chrebpa* and *Chrebpb* mRNA was determined by qRT-PCR, *n* = 5 (**G**); expression of ChREBP and its downstream target protein was determined by Western blot in liver (**H**). (**I**) Whole blood was obtained from control pregnancy women and GDM patients. RNA was extracted by the blood total RNA kit (Zomanbio, China), and *Chrebpa* and *Chrebpb* mRNA levels were evaluated by qRT-PCR, *n* = 6. Data information: All graphs are represented as Mean ± SEM, *n*: biological replicates. In (**C**, **D**), One-way ANOVA followed by Tukey’s multiple comparisons test was used. *P < 0.05, **P < 0.01, ***P < 0.001 vs. E0 group. In (**F**), GO and KEGG enrichment analysis was performed with the R package clusterProfiler, with a Bonferroni correction and an adjusted *p*-value of 0.05. In (**G**), One-way ANOVA followed by Tukey’s multiple comparisons test was used. *P < 0.05, **P < 0.01 vs. the indicated group. In (**I**), *P < 0.05, ***P < 0.001 vs. Ctrl group. Source data are available online for this figure.

### IR and hepatic steatosis exacerbated by an HFrD during pregnancy are associated with the overactivation of hepatic ChREBP

Next, we constructed a model of severe IR during pregnancy by feeding pregnant mice with an HFrD (Fig. 1E). The serum insulin level, GTT and ITT assays showed that the consumption of HFrD during pregnancy (PF group) led to much more severe IR compared with mice that are pregnant (PC group) only or exposed to fructose only (CF group) (Fig. EV1A–C). Meanwhile, pregnancy plus HFrD significantly reduced insulin signaling pathway sensitivity (Fig. EV1D). Moreover, pregnancy plus HFrD feeding (PF group) caused small and irregular islets (Fig. EV1E), indicating that HFrD feeding increased the dysfunction of islets in pregnant mice. Compared with CF or PC groups, the islets with a smaller insulin-positive cell core surrounded by a mantle of alpha cells in PF group (Fig. EV1F). The RNA-seq analysis demonstrated that hepatic *Chrebp* and the expression of its target gene PKLR and SCD1 was significantly increased in the mice with HFrD feeding during pregnancy, compared with NC feeding (PF vs. PC, Fig. 1F). The bubble chart of KEGG and GO pathway analysis showed that genes involved in fructose and lipid metabolism-related signaling pathways were significantly enriched (PF vs. PC, Fig. 1F). Meanwhile, compared with CF and PC groups, late pregnancy plus HFrD feeding increased the mRNA and protein levels of ChREBP in liver (PF vs. CF, PC, Figs. 1G,H and EV1G). HFrD feeding upregulated the expression of ChREBP-targeted proteins involved in lipogenesis, contributing to the development of hepatic steatosis (PF vs. CF, PC, Figs. 1H and EV1H,I).

**Figure EV1:**
HFrD aggravates glucose and lipid metabolism disorders in maternal mice. The mice in Fig. 1E were used to complete following assays: (**A**–**C**) Serum insulin level (**A**), ITT (**B**) or GTT (**C**) assay at the E14 or E15, and quantitation of areas under curves (AUC). (**D**) Expression of protein related to insulin signaling pathway in mouse liver was determined by Western blot. (**E**) HE staining of mice pancreas sections. (**F**) Immunofluorescent staining with anti-glucagon (green) or anti-insulin (red) antibodies of mice pancreas sections, and the ratio of beta cell area (insulin-positive) to alpha cell area (glucagon-positive) was calculated, *n* = 5. (**G**) The protein expression of ChREBP was determined by immunofluorescent staining with quantification of the mean immunofluorescence intensity (MFI) of images. (**H**) HE staining of liver sections. (**I**) triglyceride (TG) quantification in the liver. *n* = 5. Data information: All graphs are represented as Mean ± SEM, *n*: biological replicates. Two-way ANOVA followed by Tukey’s multiple comparisons test was used. *P < 0.05, **P < 0.01, ***P < 0.001, NS: no significance vs. indicated group. Source data are available online for this figure.

In addition, we collected blood samples from pregnant people with or without GDM. *ChREBP* mRNA levels in the whole blood were increased in the GDM group compared with the control (Ctrl) group (Fig. 1I). Taken together, the results showed that HFrD feeding aggravates IR and hepatic steatosis associated with increased hepatic ChREBP in pregnancy.

### Hepatic ChREBP deficiency improves HFrD-induced IR and hepatic steatosis during pregnancy

To further explore the specific role of hepatic ChREBP in insulin sensitivity during pregnancy in vivo, we designed hepatocyte-specific ChREBP knockout (h*Chrebp* KO) mice and the control (*Chrebp*^flox/flox^) mice (Appendix Fig. S3A) and conducted the experiments as indicated in Fig. 2A. The HOMA-IR index and ITT assessments indicated that under normal dietary conditions during pregnancy, IR is modestly improved in hChREBP-KO mice (KPC vs. WPC). Under conditions induced by HFrD, IR is significantly improved in hChREBP-KO mice (KPF vs. WPF, Fig. 2B–E). GTT assay showed that HFrD-induced glucose intolerance was significantly improved in h*Chrebp* KO mice (KPF vs. WPF). However, under normal dietary conditions, the absence of ChREBP has no significant effect on glucose tolerance in mice (KPC vs. WPC, Fig. 2F). At the molecular level, ChREBP deficiency in hepatocytes improves the decreased sensitivity of the insulin pathway induced by HFrD (Appendix Fig. S3B). In addition, hepatocyte-specific ChREBP deficiency ameliorated the irregular pancreatic islet morphology and smaller insulin-positive cell core induced by HFrD (KPF vs. WPF, Fig. 2G,H). These results indicated that hepatocyte ChREBP deficiency significantly ameliorated HFrD-induced IR during pregnancy, but its effect on IR in mice undergoing normal dietary conditions during pregnancy is modest.

**Figure 2:**
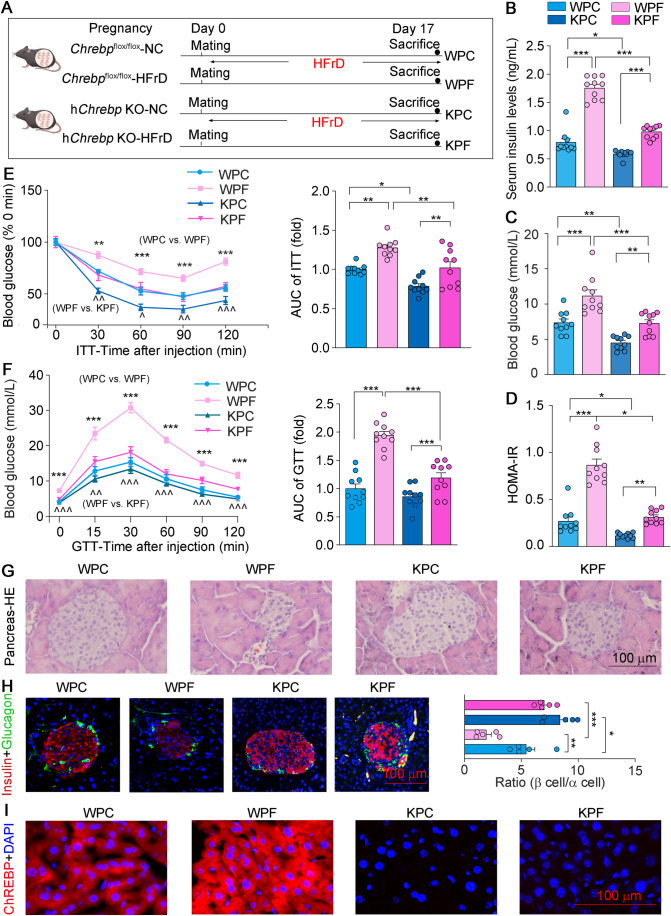
Hepatic ChREBP deficiency improves HFrD-induced IR. (**A**) Female *Chrebp*^flox/flox^ and hepatocyte-specific *Chrebp* KO (h*Chrebp* KO) mice were mated with adult male mice overnight on Day 0 and then divided into four groups that received NC or HFrD from Day 0 to Day 17: WPC (*Chrebp*^flox/flox^ mice fed NC), WPF (*Chrebp*^flox/flox^ mice fed HFrD), KPC (h*Chrebp* KO mice fed NC) and KPF (h*Chrebp* KO mice fed HFrD), all mice were sacrificed on Day 17. (**B**–**D**) Determination of serum insulin (**B**), blood glucose (**C**) levels, and HOMA-IR (**D**), *n* = 10. HOMA-IR was calculated as HOMA-IR = (Fasting blood glucose (mM) × Insulin (ng/mL))/22.5. (**E**, **F**) ITT (**E**) or GTT (**F**) assay at the E14 or E15, and quantitation of areas under curves (AUC), *n* = 10. (**G**, **H**) HE staining (**G**) and immunofluorescent staining (**H**) with anti-glucagon (green) or anti-insulin (red) antibodies of mice pancreas sections, and the ratio of beta cell area (insulin-positive) to alpha cell area (glucagon positive) was calculated, *n* = 5. (**I**) Expression of the ChREBP protein in the liver was determined by immunofluorescent staining. Data information: All graphs are represented as Mean ± SEM, *n*: biological replicates. Two-way ANOVA followed by Tukey’s multiple comparisons test was used. In (**B**–**D**), *P < 0.05, **P < 0.01, ***P < 0.001 vs. indicated group. In (**E**, **F**), *P < 0.05, **P < 0.01, ***P < 0.001, WPC vs. WPF group, ^^*P* < 0.01, ^^^*P* < 0.001, WPF vs. KPF group. In (**H**), *P < 0.05, **P < 0.01, ***P < 0.001 vs. indicated group. Source data are available online for this figure.

Meanwhile, we observed that the protein and mRNA expression of hepatic ChREBP and its downstream lipogenic genes was significantly decreased in h*Chrebp* KO mice and cannot be induced by HFrD feeding (KPF vs. KPC, Fig. 2I and Appendix Fig. S3C–E). Consistently, hepatocyte-specific ChREBP deficiency reduced HFrD-induced excessive lipid accumulation during pregnancy (KPF vs. WPF, Appendix Fig. S3F–J). Taken together, the results showed that hepatic ChREBP deficiency improves HFrD-induced IR and hepatic steatosis during pregnancy.

### Hepatic ChREBP forms a positive feedback loop with progesterone and contributes to HFrD-induced gestational IR and hepatic steatosis

Our findings revealed that hepatocyte-specific ChREBP deficiency ameliorates HFrD-induced IR during pregnancy. In the stage of pregnancy, the increased IR is caused by the insulin-desensitizing effects of gestational hormones (Buchanan and Xiang, 2005). Therefore, these results remind us to determine the relationship between hepatic ChREBP and pregnancy hormones. We found that ChREBP deficiency did not affect serum prolactin and PGLF (placental growth factor) levels (Fig. 3A,B). However, ChREBP deficiency inhibited the elevation of serum progesterone and its downstream metabolite estradiol levels induced by HFrD (KPF vs. WPF). Meanwhile, hepatocyte ChREBP deficiency had only a modest effect on serum progesterone and did not affect its downstream metabolite estradiol levels in pregnant mice fed a normal diet (KPC vs. WPC, Fig. 3C,D). We also found maternal serum progesterone levels were positively correlated with hepatic *Chrebp* mRNA expression in pregnant mice (Fig. 3E). Consistently, we collected serum (for serum progesterone levels determination) and whole blood (for whole blood *Chrebp* mRNA determination) from healthy (Ctrl) and GDM patients and found serum progesterone levels increased in GDM patients (Fig. 3F). Moreover, serum progesterone levels of pregnant people were also positively correlated with *ChREBP* mRNA levels in whole blood samples (Fig. 3G). These results indicate that the relationship between hepatic ChREBP and serum progesterone may be involved in regulating HFrD-induced IR in pregnancy.

**Figure 3:**
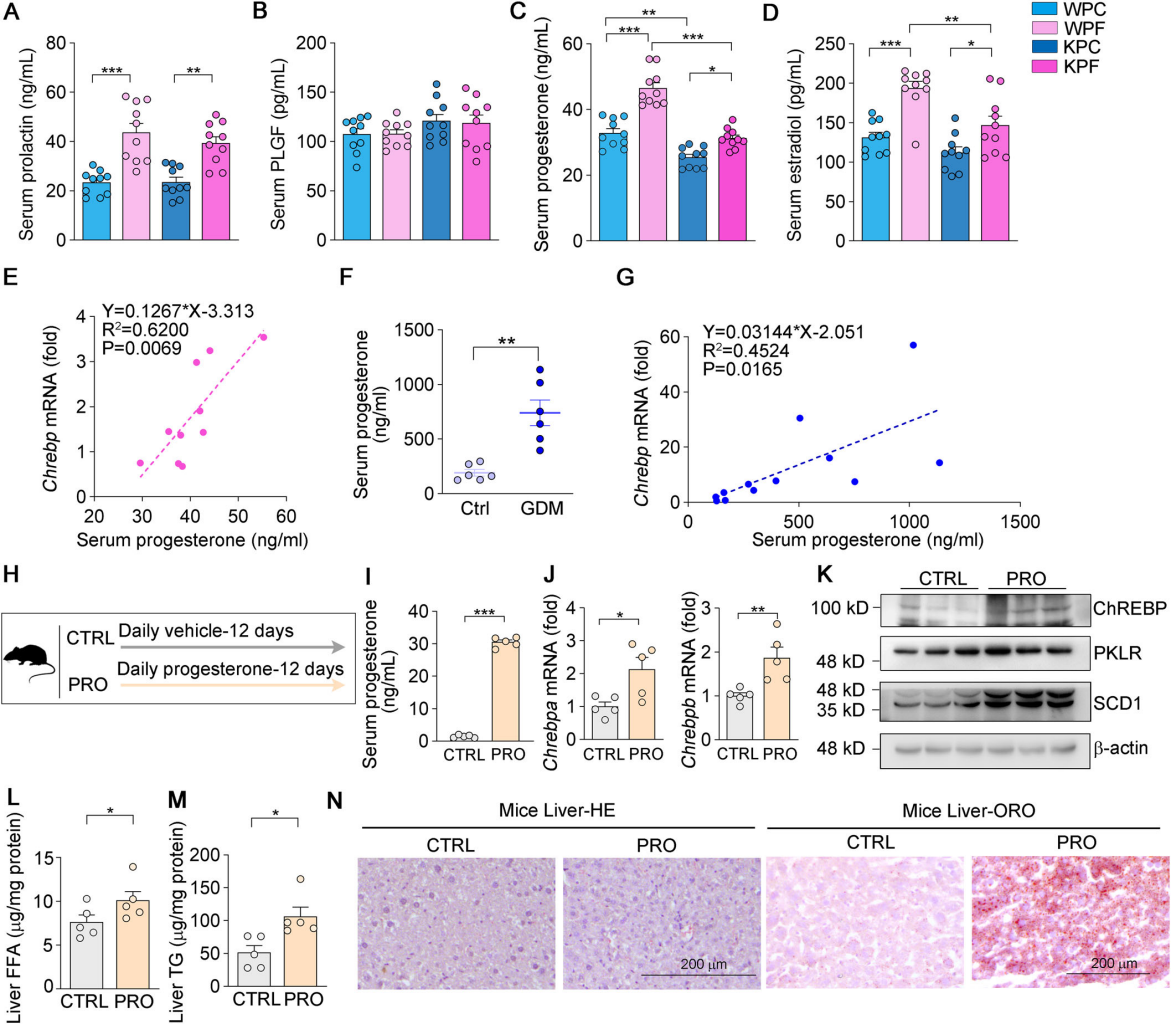
Hepatic ChREBP expression is positively correlated with progesterone levels. (**A**–**D**) Determination of serum prolactin levels (**A**), PLGF levels (**B**), progesterone levels (**C**), and estradiol levels (**D**) of mice, *n* = 10. (**E**) The correlations between serum progesterone and hepatic *Chrebp* levels in WPC and WPF group, *n* = 5. (**F**, **G**) Serum progesterone levels in control and GDM patients were determined (**F**) and the correlation between serum progesterone and blood *ChREBP* mRNA levels were analyzed (**G**), *n* = 6. (**H**–**N**) Female C57BL/6J wild-type mice were intraperitoneally injected with vehicle (saline solution) or progesterone (1 mg/mouse) dissolved in saline solution for 12 consecutive days and the mice were defined as CTRL or PRO (**H**); determination of serum progesterone levels (**I**); expression of *Chrebpa* and *Chrebpb* mRNA was determined by qRT-PCR in mouse liver (**J**); expression of ChREBP and its downstream target protein was determined by Western blot in mouse liver (**K**); mouse liver was conducted free fatty acid (FFA) (**L**) and triglyceride (TG) (**M**) quantitative analysis with total liver lipid extract; HE staining and Oil Red O (ORO) staining (**N**), *n* = 5. Data information: All graphs are represented as Mean ± SEM, *n*: biological replicates. *P < 0.05, **P < 0.01, ***P < 0.001 vs. the indicated group. (**A**–**D**): Two-way ANOVA followed by Tukey’s multiple comparisons test was used. (**F**, **I**, **J**, **L**, **M**): Two-tailed t-tests were performed to assess differences between two experimental groups. Source data are available online for this figure.

To further confirm the relationship between ChREBP and progesterone levels, we next conducted the experiments both in vitro and in vivo. First, we determined that progesterone-induced ChREBP expression at mRNA and protein levels in both a concentration- and time-dependent manner in mice primary hepatocytes (Appendix Fig. S4A,B). However, estradiol did not affect ChREBP expression at either the transcriptional or translational level (Appendix Fig. S4C,D), indicating that progesterone, but not estradiol, may be involved in the regulation of hepatic ChREBP levels during pregnancy. To further demonstrate that progesterone can directly modulate hepatic ChREBP expression in vivo, we intraperitoneally administered female C57BL/6J mice with saline solution (CTRL) or progesterone (PRO) for continuous 12 days (Fig. 3H). Progesterone injection increased serum progesterone levels significantly (Fig. 3I). The expression of hepatic ChREBP and its target genes were induced by progesterone at the same time (Fig. 3J,K). Consistently, progesterone injection also increased hepatic TG and FFA contents (Fig. 3L–N). In conclusion, a positive feedback mechanism between ChREBP and progesterone may be an important factor for regulating insulin sensitivity and lipid accumulation during pregnancy under metabolic disorders.

### Hepatic ChREBP deficiency decreases progesterone levels by inhibiting MTTP in liver

Subsequently, we investigated the specific mechanism by which hepatic ChREBP regulates progesterone levels. It is worth noting that progesterone production during pregnancy primarily occurs in the placenta and ovaries but not in the liver (Filipovich et al, 2016). Our findings revealed that progesterone levels in the placenta and ovaries were reduced in h*Chrebp* KO mice compared with *Chrebp*^flox/flox^ mice (Appendix Fig. S5A,B). However, hepatic ChREBP deficiency did not affect the expression of genes involved in progesterone synthesis in the ovary and placenta (Appendix Fig. S5C,D). Next, we performed RNA-seq analysis of mouse liver in KPF and WPF groups. 

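Liver RNA of 3 KPF dams (h*Chrebp* KO, replicates 1 to 3) and 3 WPF dams (*Chrebp* flox/flox, replicates 2 to 4) was sequenced after HFrD, a diet with 70% fructose and 10 kcal% fat, from Day 0 to Day 17. The sample labels call the WPF genotype wild type, whereas the paper calls it *Chrebp* flox/flox. The authors deposited, for each of 56691 Ensembl genes, the number of reads counted on the gene and its FPKM (the count scaled by the exonic length of the gene and by the library's total). The counted reads were 10694496, 11368617 and 11567941 in the KPF libraries and 12988865, 13121400 and 14496630 in the WPF libraries, so that every KPF library was smaller than every WPF library. The counts were normalized by edgeR's TMM method, which gave factors between 0.888 and 1.18, and KPF was compared with WPF by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 10866 genes with a mean FPKM of at least 1. A gene was called changed by the rule of Fig. 4D, an unadjusted p under 0.05 and a change of at least 1.5-fold. With 3 dams in each group, the smallest p that an exact two-sided permutation test can give is 0.1. No 2 libraries of a group were alike within sampling noise, since chi-square per gene was 35.5 or more in every pair. *Mlxipl*, the gene of ChREBP (ENSMUSG00000005373), was counted at 182, 709 and 860 CPM (counts scaled to a common library size) in KPF replicates 1, 2 and 3, and at 974, 1277 and 891 CPM in WPF replicates 2, 3 and 4. Every KPF library was below every WPF library (exact two-sided permutation test, p = 0.1). The log2 fold change was -0.84 (standard error 0.53, adjusted p = 0.584 from edgeR's quasi-likelihood test), and KPF replicate 3 was close to WPF replicate 4. Leaving out each library in turn gave log2 fold changes between -1.23 and -0.42. The counts of *Mlxipl* cover the whole gene and were not split by exon.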

The results of GO/KEGG enrichment analysis indicated cholesterol metabolism and PPAR pathways were involved in the most significantly enriched signaling pathways (Fig. 4A). 

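Lists of genes were written by hand from general knowledge of the pathways in Fig. 4A, because the KEGG release used by the paper is not at hand, and the share of called genes in each list was set against the 10866 tested genes by a one-sided Fisher's exact test. Of the 59 tested genes of the PPAR signaling list, 15 were called against 5.79 by chance, an enrichment of 2.59-fold (Bonferroni p over 4 lists = 0.00172). Without KPF replicate 2 or WPF replicates 2 or 3, the PPAR signaling list did not pass (Fisher's exact test, Bonferroni p from 0.0870 to 0.423). The cholesterol metabolism list had 8 called genes of 42 against 4.12 by chance, or 1.94-fold, and did not pass the correction (Fisher's exact p = 0.0488, Bonferroni p = 0.195). As a whole this list was shifted lower in KPF (median difference in log2 fold change -0.21, adjusted p = 0.0131 over 16 lists from limma's camera). The fatty acid biosynthesis list had 5 called genes of 11, or 4.63-fold (Fisher's exact test, Bonferroni p = 0.0100), and all 5 were lower in KPF. Leaving out KPF replicates 2 or 3 or WPF replicates 2 or 3, it did not pass, with Bonferroni p from 0.0616 to 0.0944. The fatty acid metabolism list had 9 called genes of 46, or 1.99-fold, all lower in KPF (Fisher's exact p = 0.0324, Bonferroni p = 0.130). On the calls of limma on log2(FPKM + 1), the test first designed, the PPAR signaling list was enriched 2.13-fold and did not pass the correction (Fisher's exact test, Bonferroni p = 0.0933). The other lists passed it there, with 2.66-fold for cholesterol metabolism (Fisher's exact test, Bonferroni p = 0.0353), 5.09-fold for fatty acid biosynthesis (0.0228) and 2.74-fold for fatty acid metabolism (0.0187). Among genes called lower in KPF, the PPAR signaling list was enriched 3.84-fold and the cholesterol metabolism list 3.59-fold, and among genes called higher 1.74-fold and 0.82-fold. Within the cholesterol metabolism list, the members with the smallest p were *Pltp*, with a log2 fold change of -1.02, *Apoh* with -1.14, *Tspo* with -1.01, *Apoa5* with 0.79 and *Lipa* with -0.80. In the fatty acid lists the log2 fold change was -2.41 for *Acacb*, -3.33 for *Fasn*, -2.54 for *Acaca* and -4.74 for *Scd1*. *Fasn* stood at 149, 178 and 164 CPM in KPF and at 2574, 2113 and 245 CPM in WPF replicates 2, 3 and 4, so that WPF replicate 4 was nearer to KPF than to the other WPF libraries. No single gene passed an adjusted p of 0.05 in edgeR's test.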

We then determined that hepatocyte *Chrebp* deficiency decreased cholesterol levels of circulation, placenta, and ovaries in HFrD-fed pregnant mice, while hepatic cholesterol levels remained unaffected (KPF vs. WPF, Fig. 4B,C; Appendix Fig. S5E,F). These findings implied that hepatic ChREBP deficiency may have an impact on the hepatic elimination of cholesterol into the bloodstream. The results of RNA-seq assay demonstrated that microsomal triglyceride transfer protein (*Mttp*), but not other cholesterol metabolism-related genes (*Apob*, *Abca1*, *Abcg1*) expression was significantly decreased in the h*Chrebp*-KO pregnancy dam with HFrD, compared with the *Chrebp*^flox/flox^ pregnancy dam with HFrD feeding (KPF vs. WPF, Fig. 4D). 

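*Mttp* (ENSMUSG00000028158) lies on chromosome 3 from 137795615 to 137850729 on the minus strand in the coordinates of the deposited table, which names no genome build and differs from GRCm38. It was counted at 56.2 ± 22.4 CPM in KPF and 106 ± 30.0 CPM in WPF (mean ± SD, n = 3 dams each), a log2 fold change of -0.91 (standard error 0.37). The unadjusted p of edgeR's quasi-likelihood test was 0.0419 and the adjusted p was 0.453. KPF replicate 3, at 75.5 CPM, was above WPF replicate 4, at 73.1 CPM, so the groups overlapped (exact two-sided permutation test, p = 0.2). With each library left out in turn, the log2 fold change of *Mttp* stayed between -1.19 and -0.64. Its unadjusted p in edgeR's test was 0.0679 and 0.0850 without KPF replicates 1 and 2. This p was 0.133 and 0.0956 without WPF replicates 2 and 3, and under 0.05 without KPF replicate 3 or WPF replicate 4. With limma on log2(FPKM + 1) the log2 fold change of *Mttp* was -0.99, with an unadjusted p of 0.0128. *Abca1* (ENSMUSG00000015243) was counted at 57.7 ± 6.46 CPM in KPF and 82.3 ± 9.12 CPM in WPF (mean ± SD, n = 3 each) without overlap of the groups (exact two-sided permutation test, p = 0.1). Its log2 fold change was -0.51, with an unadjusted p of 0.0430 and an adjusted p of 0.453 in edgeR's test, and it did not reach the 1.5-fold line of Fig. 4D. It passed both limits of Fig. 4D under 6 of 21 alternatives, against 17 of 21 for *Mttp*, with a log2 fold change of -0.66 with library totals in place of TMM and -0.70 with limma on TPM. *Apob* (ENSMUSG00000020609) did not differ beyond the spread between dams, with a log2 fold change of -0.06 (standard error 0.26, adjusted p = 0.945 from edgeR's test). *Abcg1* (ENSMUSG00000024030) had only 27 to 76 reads per library and was below the FPKM minimum. Its log2 fold change was 0.00 (standard error 0.41), so that no difference beyond the spread between dams was seen. After the lower *Mttp* in Fig. 4D the paper turns to the mRNA and protein of MTTP, and it states in the title of Fig. 4 that hepatic ChREBP deficiency lowers progesterone synthesis through less MTTP in the liver. The paper's further evidence is a rescue in which AAV raised MTTP in the liver of h*Chrebp* KO mice. There, circulating cholesterol and progesterone rose and the benefit for IR was blocked. The RNA-seq values here do not bear on that rescue.

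**Figure D1:**
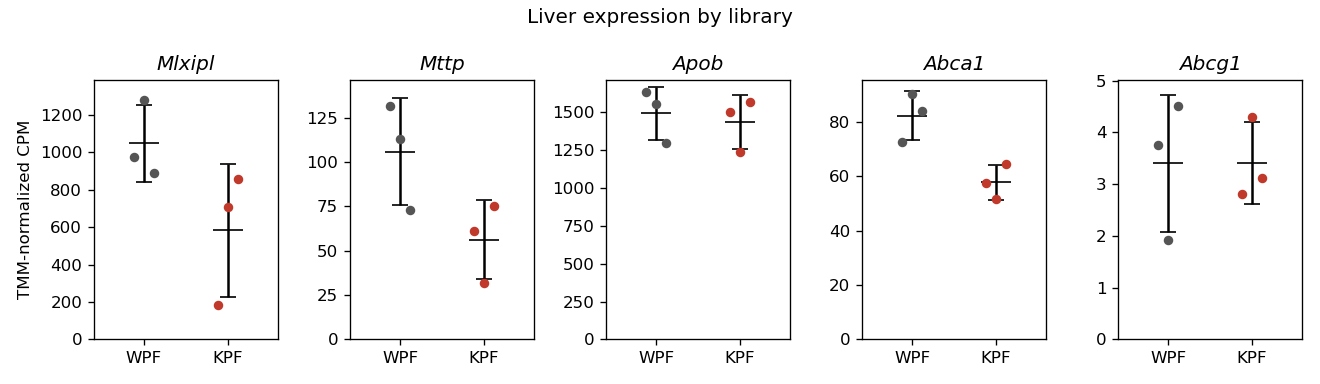
TMM-normalized CPM of *Mlxipl*, *Mttp*, *Apob*, *Abca1* and *Abcg1* in liver of WPF and KPF dams, each on its own axis from 0. Points are single libraries, the short horizontal line is the mean and the error bar the SD of 3 dams. *Mttp* in WPF replicate 4, at 73.1 CPM, lies within the KPF values.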

Consistently, we probed these genes expression and observed that hepatic ChREBP deficiency reduced the mRNA and protein expression of MTTP (Fig. 4E; Appendix Fig. S5G), which has been previously demonstrated to be the ChREBP target gene (Niwa et al, 2018).

**Figure 4:**
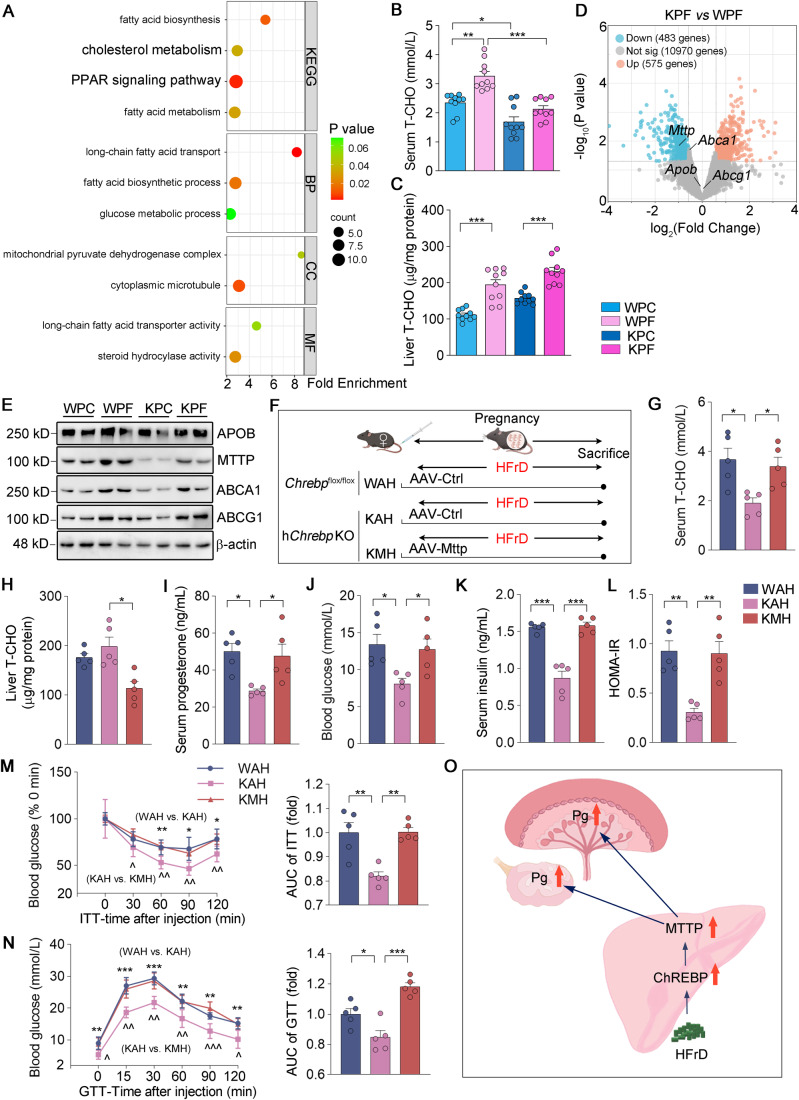
Hepatic ChREBP deficiency inhibits progesterone synthesis by decreasing MTTP expression in liver. (**A**) RNA-seq assay with mouse liver total RNA in KPF and WPF groups. Enrichment analysis of GO and KEGG pathway, *n* = 3. (**B**, **C**) Determination of total cholesterol (T-CHO) levels in serum (**B**) and liver (**C**) of mice, *n* = 10. (**D**) RNA-seq assay with mouse liver total RNA in KPF and WPF groups. Volcano plot showing the transcripts in liver that were decreased (blue dots), increased (orange dots), or not changed (gray dots), *n* = 3. (**E**) Expression of protein involved in cholesterol transport was determined by Western blot in mouse liver. (**F**–**O**) Female *Chrebp*^flox/flox^ and h*Chrebp* KO mice were administered AAV-Ctrl or AAV-Mttp through the tail vein. Subsequently, they were mated with adult male mice overnight and subjected to an HFrD from Day 0 to Day 17 (**F**); determination of total cholesterol (T-CHO) levels in serum (**G**); determination of total cholesterol (T-CHO) levels in liver (**H**); determination of progesterone levels in serum (**I**); determination of blood glucose levels (**J**); serum insulin (**K**); HOMA-IR (**L**); HOMA-IR was calculated as HOMA-IR = (Fasting blood glucose (mM) × Insulin (ng/mL))/22.5; ITT (**M**) or GTT (**N**) assay at the E14 or E15, and quantitation of areas under curves (AUC). *n* = 5. (**O**) A diagram illustrating the mechanism of progesterone activation by hepatic ChREBP. Pg, progesterone. Data information: All graphs are represented as Mean ± SEM, *n*: biological replicates. In (**A**), GO and KEGG enrichment analysis was performed with the R package clusterProfiler, with a Bonferroni correction and an adjusted *p*-value of 0.05. In (**B**, **C**), Two-way ANOVA followed by Tukey’s multiple comparisons test was used. *P < 0.05, **P < 0.01, ***P < 0.001 vs. the indicated group. In (**D**), Two-tailed t-tests were performed to assess differences between two experimental groups. *P* < 0.05. In (**G**–**N**), Two-way ANOVA followed by Tukey’s multiple comparisons test was used. *P < 0.05, **P < 0.01, ***P < 0.001 vs. the indicated group. Source data are available online for this figure.

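By the rule of the volcano plot, 634 genes were higher and 432 lower in KPF among 10866 tested. In edgeR's test 1176 genes had an unadjusted p under 0.05, and 0 had an adjusted p under 0.05, the smallest being 0.397. In counts simulated with the spread of these libraries, 474 of 10666 unchanged genes passed the same rule. The simulated genes varied independently, so variation that many genes share was left out and the number can be too low. Regrouping the real libraries across the genotypes called between 164 and 908 genes by this rule. The split between higher and lower genes depended on the scaling, since library totals in place of TMM gave 371 higher and 716 lower genes. On the deposited FPKM values, limma on log2(FPKM + 1) gave 237 higher and 540 lower genes. The genes with the smallest p among those at least 2-fold higher without overlap were *Hirip3* (26.7 ± 2.32 CPM in KPF and 9.05 ± 1.57 CPM in WPF, mean ± SD, n = 3), *Gm20627*, *Mug1*, *Tmem101* and *Gm16731*, with log2 fold changes between 1.23 and 2.78. Among the lower genes they were *Slc35g1*, *C77080*, *Gstm2-ps1*, *H2-Q1* and *Ppl*, with log2 fold changes between -2.90 and -1.12. *Mug1*, *Gstm2-ps1* and *H2-Q1* belong to families of similar genes, and the counting could have split their reads among relatives. The adjusted p of these 10 genes in edgeR's test lay between 0.397 and 0.415.

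**Figure D2:**
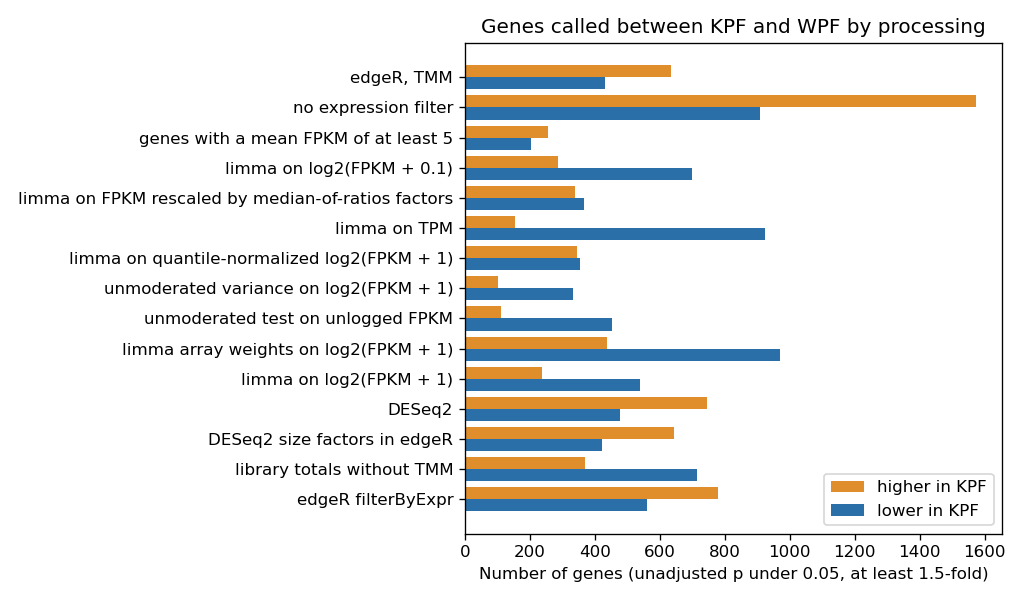
Number of genes called higher (orange) or lower (blue) in KPF at an unadjusted p under 0.05 and a change of at least 1.5-fold, for each way of processing the deposited values. The bars start at 0, and edgeR with TMM stands at 634 higher and 432 lower genes.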

To provide additional evidence for the involvement of MTTP in the regulation of progesterone levels by hepatic ChREBP, we overexpressed hepatic MTTP by an adeno-associated virus (AAV) vector under a constitutively active, liver-specific promoter (TBG) (Fig. 4F). The results indicated that overexpression of hepatic MTTP in hepatocyte-specific *Chrebp*-deficient mice decreased the level of hepatic cholesterol level, but led to elevated levels of cholesterol and progesterone in circulation (Appendix Fig. S6; Fig. 4G–I). Furthermore, the results of HOMA-IR, ITT, and GTT assays demonstrated that the beneficial effect of hepatocyte ChREBP deficiency on IR and glucose intolerance was blocked by hepatic MTTP overexpression (Fig. 4J–N). Therefore, hepatocyte-specific *Chrebp* deficiency inhibited IR during pregnancy by inhibiting the MTTP-progesterone axis (Fig. 4O).

### Progesterone induces hepatic ChREBP expression in a PPARγ-dependent manner

To investigate the underlying mechanisms by which progesterone-induced ChREBP expression, we determined that progesterone activated *ChREBP* promoter activity (Appendix Fig. S7A). Therefore, we treated primary hepatocytes with progesterone and mifepristone (a progesterone receptor antagonist) and determined that progesterone-increased ChREBP expression is dependent on progesterone receptor (PGR) (Appendix Fig. S7B). To evaluate the binding effects of PGR to ChREBP promoter regions, we searched for putative Progesterone Response Element (PRE) motifs in the promoter of *ChREBP*. However, we did not detect PRE in ChREBP. Considering that our previous research has found that progesterone increased PPARγ expression in a PGR-dependent manner and the binding of PGR with the progesterone response element in the PPARγ promoter (Yang et al, 2016), and the KEGG/GO analysis indicated that the PPAR pathway was enriched in hepatic ChREBP deficiency mice (Fig. 4A), we proposed that progesterone might indirectly induce ChREBP expression through the activation of PPARγ. 

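In the PPAR signaling list, 9 called genes were lower and 6 higher in KPF. The list as a whole was not shifted in either direction against the other genes (median difference in log2 fold change -0.04, adjusted p = 0.178 over 16 lists from limma's camera). Its members with the smallest p were *Fabp5*, with a log2 fold change of -2.85, *Scd1*, *Me1* with -3.35, *Pltp* and *Fabp1* with -1.11. A separate list of 22 PPARalpha oxidation targets had 0 called genes. It was not shifted either (median difference in log2 fold change 0.05, adjusted p = 0.997 over 16 lists from limma's camera). The called genes of the PPAR signaling list thus do not show a change of PPAR targets in general. *Pparg* (ENSMUSG00000000440) itself had between 11 and 39 reads per library, below the FPKM minimum. Its counts were 1.98 ± 0.96 CPM in KPF and 2.22 ± 0.84 CPM in WPF (mean ± SD, n = 3), a log2 fold change of -0.15 (standard error 0.52) that was within the spread between dams. *Pgr* was at or near 0 reads in all 6 libraries.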

To further determine whether progesterone-induced hepatic ChREBP expression is related to PPARγ, we mutated a putative PPARγ responsive element (*PPRE*) in the proximal region (+14 ~ +26) of the human *ChREBP* promoter (Fig. 5A) and determined that the normal *ChREBP* promoter rather than the mutated *ChREBP* promoter was activated by progesterone and PPARγ-specific agonist rosiglitazone (Fig. 5B), indicating that the putative *PPRE* plays an important role in PPARγ-activated ChREBP transcription. The results of the ChIP assay further confirmed the binding of PPARγ with *PPRE* in the *ChREBP* promoter and the binding capacity was further enhanced by the activation of PPARγ (Fig. 5C). In vivo, the activation of PPARγ by rosiglitazone increased ChREBP expression in mouse liver (Appendix Fig. S7C,D).

**Figure 5:**
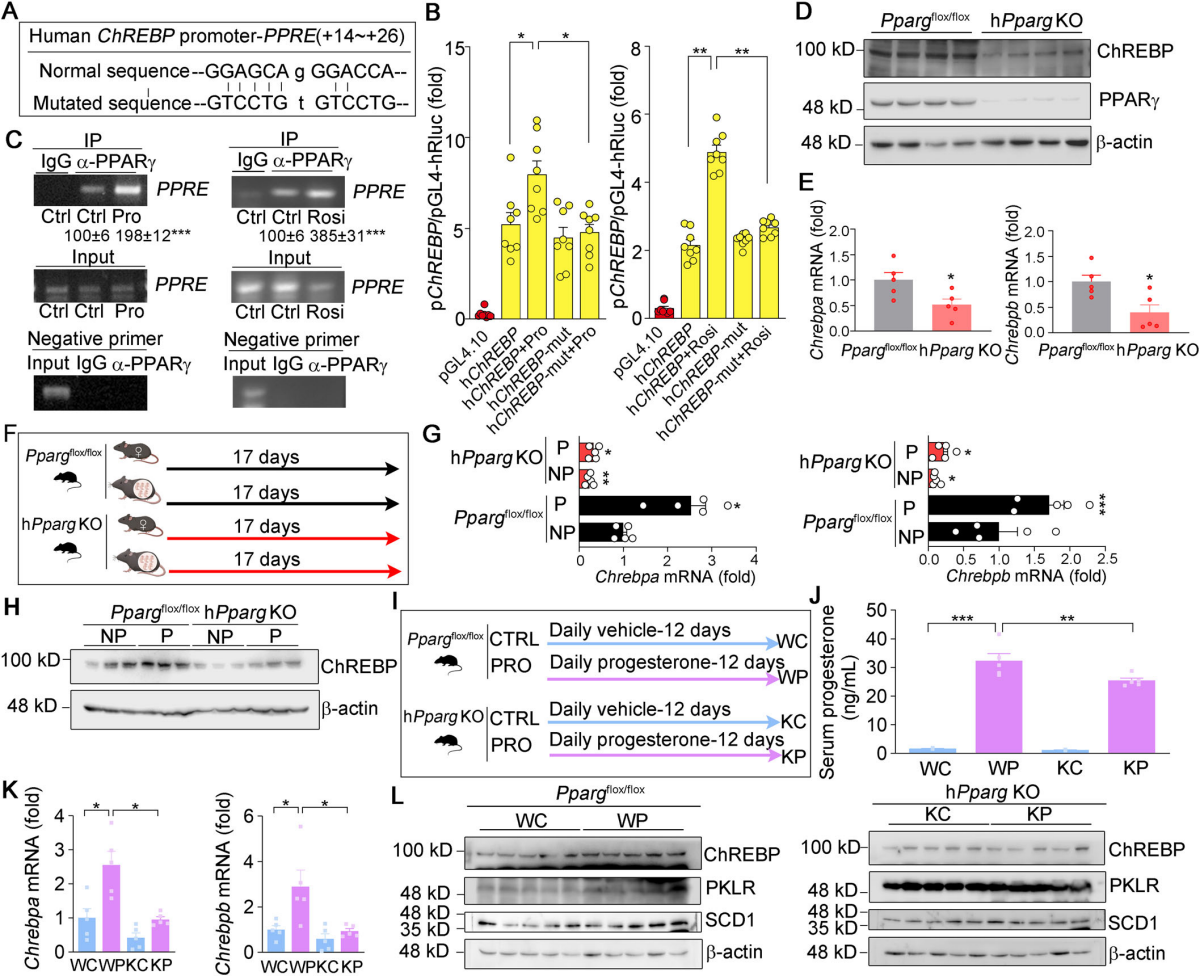
Progesterone activates hepatic ChREBP expression through PPARγ. (**A**) Putative *PPRE* region in the h*ChREBP* promoter and the mutated sites. (**B**) HepG2 cells were transfected with the *ChREBP* promoter or *ChREBP*-*PPRE*-mut promoter and Renilla (as an internal control) overnight, followed by 100 nM progesterone or 10 μM rosiglitazone treatment for another 12 h. The activity of firefly and Renilla luciferases in the cellular lysate was determined by dual-luciferase reporter assay, *n* = 8. (**C**) HepG2 cells were treated with vehicle, 100 nM progesterone or 10 μM rosiglitazone for 16 h. Chromatin was then isolated from cells after sonication, followed by immunoprecipitation (IP) with normal IgG or anti-PPARγ antibodies. PCR was conducted with primers for the corresponding *PPRE* in the h*ChREBP* promoter. (**D**, **E**) Female *Pparg*^flox/flox^ mice and h*Pparg* KO mice fed normal chow and liver tissues were subjected to Western blot (**D**) and qRT-PCR (**E**), *n* = 5. (**F**–**H**) Female *Pparg*^flox/flox^ mice and h*Pparg* KO mice were mated with males, and liver samples were collected at pregnancy day 17 (**F**); expression of *Chrebpa* and *Chrebpb* mRNA was determined by qRT-PCR in mouse liver (**G**), *n* = 5; protein expression of ChREBP was determined by Western blot in mouse liver (**H**); NP, non-pregnancy; P, pregnancy. (**I**–**L**) Female *Pparg*^flox/flox^ mice and h*Pparg* KO mice were randomly divided into four groups: WC and KC were *Pparg*^flox/flox^ or h*Pparg* KO mice intraperitoneally injected with vehicle (saline solution); WP and KP were *Pparg*^flox/flox^ or h*Pparg* KO mice intraperitoneally injected with progesterone solution (1 mg/day/mouse) for 12 consecutive days (**I**); determination of serum progesterone levels (**J**). (**K**, **L**) Expression of *Chrebpa* and *Chrebpb* mRNA was determined by qRT-PCR in mouse liver (**K**); expression of ChREBP and its downstream target protein was determined by Western blot in mouse liver (**L**); *n* = 5. Data information: All graphs are represented as Mean ± SEM, *n*: biological replicates. (**B**, **C**, **G**, **J**, **K**): Two-way ANOVA followed by Tukey’s multiple comparisons test was used. (**E**): Two-tailed t-tests were performed to assess differences between two experimental groups. In (**B**), *P < 0.05, **P < 0.01 vs. the indicated group. In (**C**), ***P < 0.001 vs. the Ctrl-αPPARγ group. In (**E**), *P < 0.05 vs. the *Pparg*^flox/flox^ group. In (**G**), *P < 0.05, **P < 0.01, ***P < 0.001 vs. the NP group. In (**J**, **K**), *P < 0.05, **P < 0.01, ***P < 0.001 vs. the indicated group. Source data are available online for this figure.

To determine whether progesterone-induced ChREBP expression is related to PPARγ in vivo, we constructed hepatocyte-specific *Pparg* knockout (h*Pparg* KO) mice and littermate control (*Pparg*^flox/flox^) mice. The basal level of ChREBP was decreased in the liver of h*Pparg* KO mice (Fig. 5D,E). Firstly, female *Pparg*^flox/flox^ and h*Pparg* KO mice were mated with males, and liver samples were collected on pregnancy day 17 (Fig. 5F). Pregnancy upregulated the expression of hepatic ChREBP in *Pparg*^flox/flox^ mice but not in h*Pparg* KO mice (Fig. 5G,H). To further rule out the interference by other hormones, female *Pparg*^flox/flox^ and h*Pparg* KO mice were directly injected with progesterone for 12 days (Fig. 5I). *Pparg* deficiency inhibited the increase in progesterone levels (Fig. 5J). Progesterone injection upregulated the expression of ChREBP and its downstream lipogenic genes in *Pparg*^flox/flox^ mice but not in h*Pparg* KO mice (Fig. 5K,L), indicating that progesterone-induced ChREBP expression in a PPARγ-dependent manner. Consistently, hepatocyte-specific *Pparg* deficiency inhibited hepatic steatosis caused by progesterone (Appendix Fig. S7E–H). Taken together, these results suggested that ChREBP is a target of PPARγ in the liver and that progesterone-induced hepatic ChREBP is dependent on PPARγ.

### HFrD during pregnancy promotes metabolism disorder and activates ChREBP-progesterone loop in female offspring mice

As a placenta hormone, progesterone can enter into the circulation of offspring (Siemienowicz et al, 2020; Villee, 1969). Hence, an abundance of progesterone can potentially trigger the progesterone-ChREBP loop in the offspring through the placenta, subsequently influencing IR and hepatic steatosis in the offspring. To verify this conjecture, we conducted the same experiment as that in Fig. 1E, and the offspring were retained as shown in Fig. 6A. Interestingly, IR was increased in female but not male offspring in the fPF group (Fig. 6B–E; Appendix Fig. S8A,B). Maternal HFrD feeding during pregnancy strongly increased serum progesterone levels and hepatic ChREBP mRNA levels in female offspring but had little effect on male offspring (Fig. 6F,G). Meanwhile, hepatic ChREBP levels showed a similar tendency to serum progesterone levels of female offspring, indicating the positive correlation between them (Fig. 6H). Moreover, maternal HFrD feeding during pregnancy upregulated hepatic ChREBP and lipid synthesis-related protein expression in female offspring (Fig. 6I), accompanied by increased serum and hepatic lipid levels (Fig. 6J–M; Appendix Fig. S8C). In conclusion, our results demonstrated that maternal HFrD intake during gestation can cause activation of the ChREBP-progesterone-ChREBP loop in female offspring, thereby promoting IR and hepatic steatosis.

**Figure 6:**
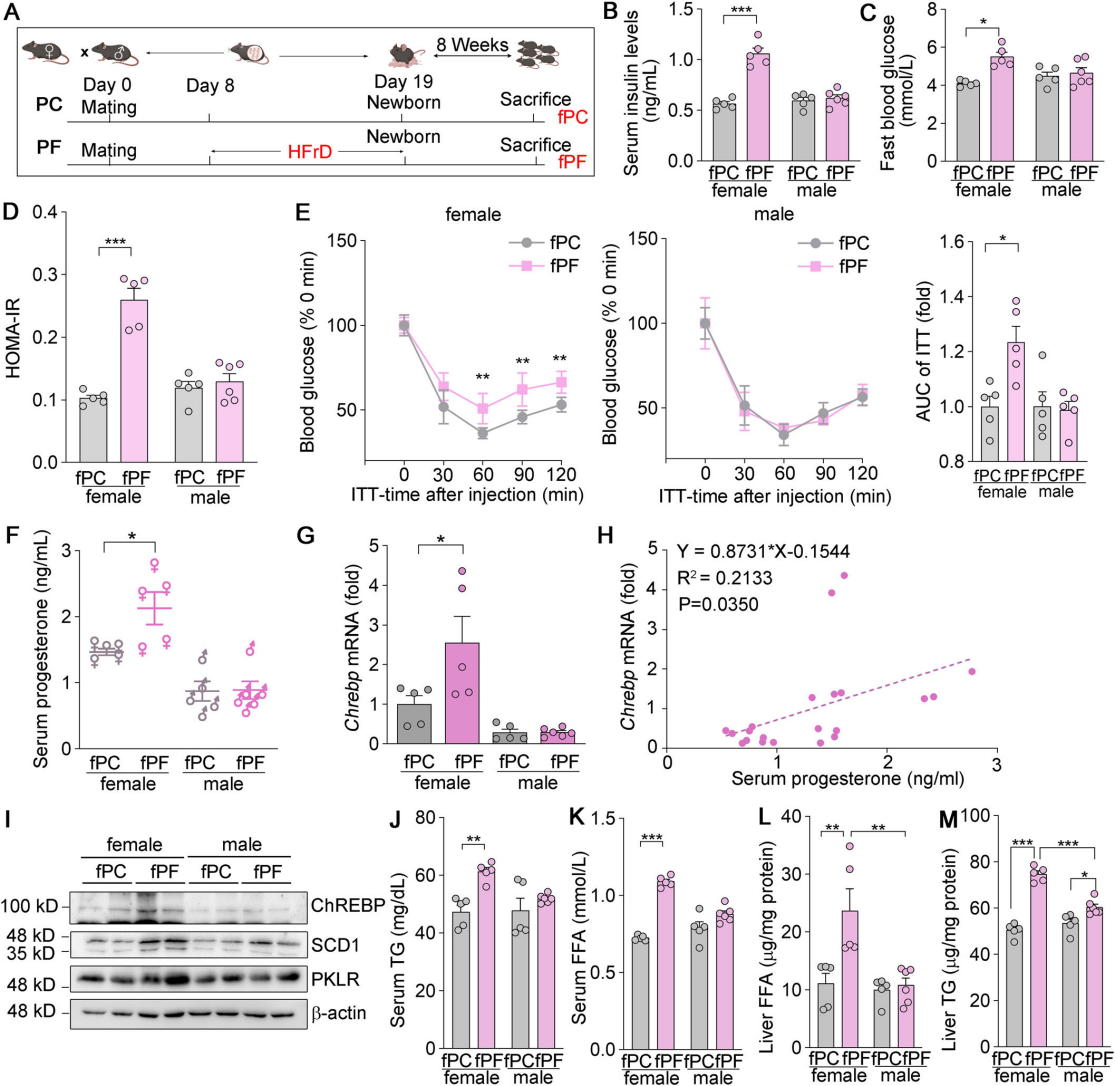
HFrD during pregnancy promotes IR and activates ChREBP-progesterone loop in female offspring. (**A**) Offspring of the pregnant mice in the PC or PF groups (similar experiment to Fig. 1E) were, respectively, defined as the fPC or fPF group and maintained until 8 weeks old (sexual maturity). (**B**–**D**) Serum insulin levels (**B**), fasting blood glucose (**C**), and HOMA-IR (**D**) of offspring. (**E**) ITT assay was conducted, and the area under the curve (AUC) was calculated based on the ITT assay. (**F**–**H**) Serum progesterone levels (**F**) and hepatic *Chrebp* mRNA expression (**G**) in offspring (fPC, fPF) were determined, and the correlations between serum progesterone and hepatic *Chrebp* levels in offspring (**H**) were analyzed. (**I**) Expression of ChREBP and its downstream target protein was determined by Western blot in mouse liver. (**J**, **K**) Serum from offspring was subjected to TG (**J**) and FFA (**K**) quantitative analysis. (**L**, **M**) Livers from offspring were subjected to FFA (**L**) and TG (**M**) quantitative analysis, *n* = 5–6. Data information: All graphs are represented as Mean ± SEM, *n*: biological replicates. Two-way ANOVA followed by Tukey’s multiple comparisons test was used. *P < 0.05, **P < 0.01, ***P < 0.001 vs. the indicated group. Source data are available online for this figure.

### Maternal hepatic ChREBP plays a central role in HFrD-induced metabolic disorders in female offspring

To confirm that the selective damage in female offspring is dependent on the maternal ChREBP-progesterone loop, we conducted the same experiment as that in Fig. 2A and the offspring were maintained as shown in Fig. 7A. Maternal hepatocyte ChREBP deficiency improved IR in female offspring induced by HFrD during pregnancy (fKPF vs. fKPC, Fig. 7B–D). Moreover, maternal HFrD during pregnancy induced smaller insulin-positive cell core in female offspring but not male offspring, and maternal hepatic ChREBP deficiency rescued the impairment of pancreas (Appendix Fig. S9). In addition, insulin signaling was not inhibited in the fKPF-WT or fKPF-KO group (fKPF vs. fKPC, Fig. 7E). Maternal hepatic ChREBP deficiency had no significant effect on insulin sensitivity in male offspring (Fig. EV2A–D). These results indicated that the HFrD-activated-maternal ChREBP-progesterone loop can induce IR in female offspring caused by HFrD consumption during pregnancy.

**Figure 7:**
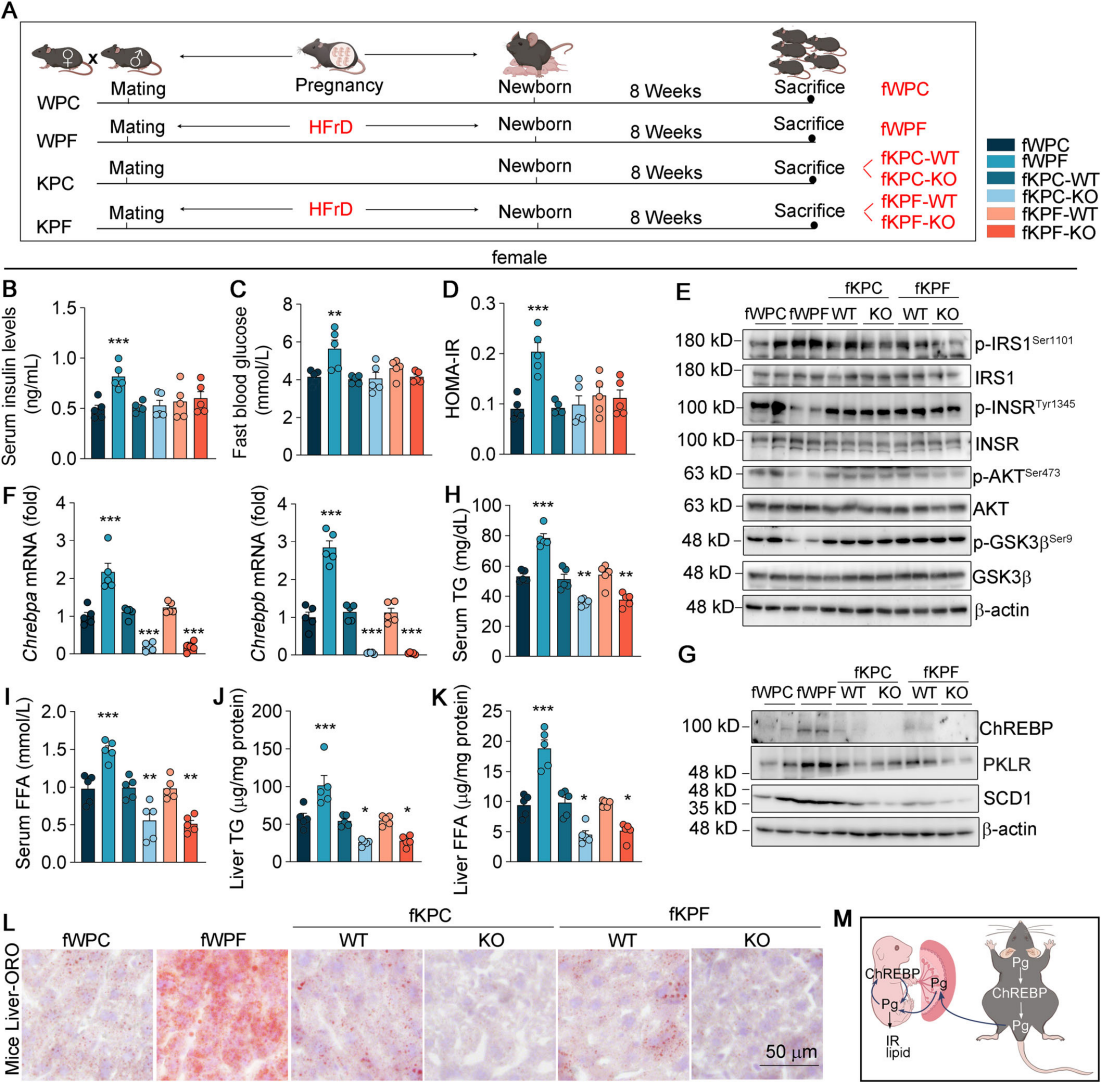
Maternal hepatic ChREBP deficiency improves HFrD-impaired glucose and lipid homeostasis in female offspring. (**A**) Offspring from the pregnant mice in the WPC, WPF, KPC, and KPF groups (similar experiment to Fig. 2A) were, respectively, defined as the fWPC, fWPF, fKPC, and fKPF groups and maintained until 8 weeks of age (sexual maturity). (**B**–**D**) Serum insulin levels (**B**), fasting blood glucose (**C**), HOMA-IR index (**D**) of female offspring. *n* = 5. (**E**) Expression of protein related to insulin signaling pathway was determined by Western blot in the liver from female offspring. (**F**) Expression of *Chrebpa* and *Chrebpb* mRNA in the liver from female offspring was determined by qRT-PCR, *n* = 5. (**G**) Expression of ChREBP and its downstream target protein was determined by Western blot in the liver from female offspring. (**H**–**K**) Serum (**H** and **I**) and liver (**J** and **K**) from female offspring were subjected to triglyceride (TG) and free fatty acid (FFA) quantitative analysis. (**L**) The liver from female offspring was subjected to Oil Red O (ORO) staining. *n* = 5. (**M**) A diagram illustrating the mechanism of offspring progesterone-ChREBP axis activation by maternal. Pg, progesterone. Data information: All graphs are represented as Mean ± SEM, *n*: biological replicates. Owo-way ANOVA followed by Tukey’s multiple comparisons test were used. *P < 0.05, **P < 0.01, ***P < 0.001 vs. fWPC group. Source data are available online for this figure.

**Figure EV2:**
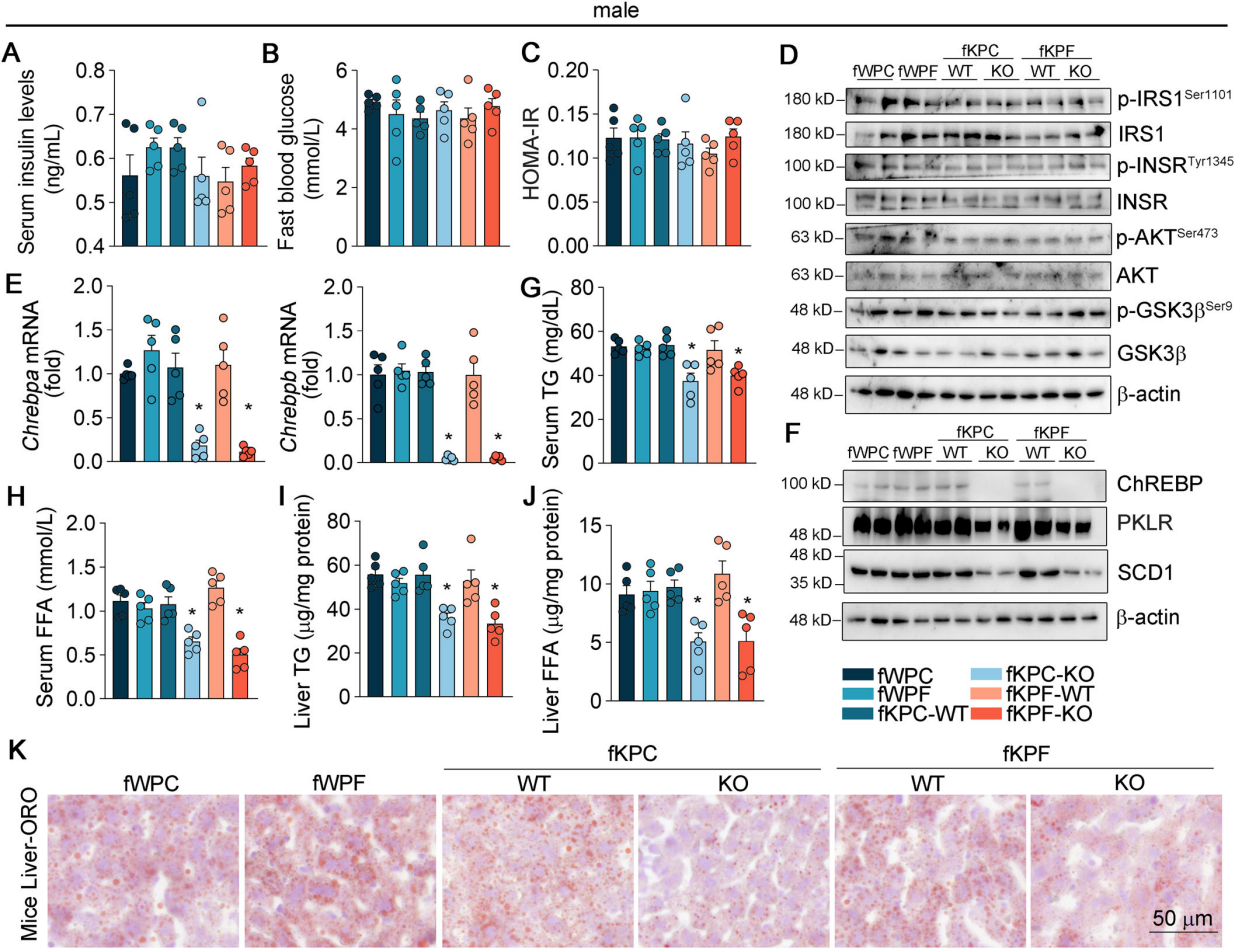
Hepatic ChREBP deficiency did not improve HFrD-impaired the glucose and lipid homeostasis of male offspring. The male offspring in Fig. 7A were used to complete following assays: (**A**–**C**) Serum insulin levels (**A**), fast blood glucose (**B**) and HOMA-IR index (**C**) of male offspring. (**D**,**F**) Expression of protein related to insulin signaling pathway (**D**) and ChREBP and its downstream target protein (**F**) was determined by Western blot in the liver from male offspring. (**E**) Expression of *Chrebpa* and *Chrebpb* mRNA in the liver from male offspring was determined by qRT-PCR. (**G**–**J**) The serum (**G** and **H**) and liver (**I** and **J**) were conducted triglyceride (TG) and free fatty acid (FFA) quantitative analysis. (**I**) Oil Red O (ORO) staining of liver sections (**K**). *n* = 5. Data information: All graphs are represented as Mean ± SEM, *n*: biological replicates. One-way ANOVA followed by Tukey’s multiple comparisons test was used. *P < 0.05 vs. fWPC group. Source data are available online for this figure.

Subsequently, we determined that maternal hepatic ChREBP deficiency inhibited the HFrD-induced ChREBP expression in female offspring (fKPF-WT vs. fKPC-WT, Fig. 7F,G). Furthermore, maternal hepatic ChREBP deficiency also leads to the suppression of ChREBP target genes and lipid accumulation in female offspring (fKPF-WT vs. fKPC-WT, Fig. 7H–L). Maternal hepatic ChREBP deficiency had no significant effect on ChREBP expression and lipid metabolism in male offspring (fWPF vs. fWPC, fKPF vs. fKPC, Fig. EV2E–K). These results indicated that maternal ChREBP-progesterone loop induced female offspring progesterone-ChREBP loop and then promoted IR and lipid metabolism disorder (Fig. 7M).

## Discussion

ChREBP represents promising targets for the development of therapies for the treatment of T2DM (Régnier et al, 2023), but its role in gestational diabetes has not been studied. Prior studies have shown that the effects of hepatic ChREBP on insulin sensitivity and glucose homeostasis may be related to specific physiological or pathological states or nutritional contexts (Katz et al, 2021). Our study demonstrated for the first time that hepatocyte-specific ChREBP deficiency ameliorates IR by inhibiting progesterone synthesis under high fructose conditions during pregnancy. Normally, progesterone levels remain relatively low in typical physiological conditions but experience a substantial increase throughout pregnancy (Sherer et al, 2017). Under high-fructose stimulation, hepatic ChREBP expression increases and then elevates the levels of progesterone. Thus, the activation of the ChREBP-progesterone loop predominantly occurs during the distinctive physiological process of pregnancy under high-fructose feeding. In addition, we found that a high level of progesterone has no effect but overexpression of ChREBP promotes insulin sensitivity in vitro, respectively (Appendix Fig. S10), providing evidence that the effects of ChREBP-progesterone loop on insulin sensitivity are present during pregnancy under physiological conditions. We also observed that maternal hepatic ChREBP deficiency reduced the number of offspring (Appendix Table S2), which further supports the inhibitory effect of ChREBP on progesterone and the important role of hepatic ChREBP in energy supplements in pregnancy.

ChREBP exists in two isoforms, alpha and beta. ChREBPα is the primary isoform and is predominantly expressed in the liver. ChREBPβ is found in a wider range of tissues, including adipose tissue, muscle, and pancreas. It was noted that glucose-mediated activation of ChREBPα induces the expression of ChREBPβ that is transcribed from an alternative promoter. Therefore, the expression of ChREBPβ typically serves as a reliable indicator of tissue ChREBP activity (Herman et al, 2012). Our results demonstrate that pregnancy significantly increases ChREBP protein levels, with a further elevation in ChREBP protein expression observed during pregnancy with an HFrD. However, considering that detecting ChREBPβ protein levels in liver is not straightforward through Western blot analysis, we separately examined the changes in ChREBPα and ChREBPβ at the mRNA levels. The results revealed that pregnancy augments ChREBPβ at the mRNA level, and HFrD feeding during pregnancy further enhances the transcriptional expression of ChREBPβ. This provides compelling evidence for the activation of ChREBP in the liver during pregnancy. Meanwhile, we have observed that the downstream target genes of ChREBP (PKLR and SCD1) synchronously increase with hepatic ChREBP during pregnancy and under high-fructose conditions. However, it is worth noting that PKLR, SCD1 and other lipogenic molecules are also regulated by other transcription factors, and we are not yet clear about the specific mechanisms involved (Wu et al, 2017; Zhang et al, 2010). Given the multitude of molecules involved in regulating lipid synthesis during pregnancy, we speculate that other transcription factors or post-transcriptional regulatory mechanisms may control the expression of these molecules. The specific mechanisms still need to be validated through subsequent mechanistic experiments. This may require further extraction of hepatic nuclear proteins and multi-omics testing.

Progesterone is essential for normal uterine and oviduct function during pregnancy (Kolatorova et al, 2022), therefore, progesterone is often widely used as a fetal preservation drug in early pregnancy (Gao et al, 2022). However, the classic view held that the antagonistic effect of progesterone on insulin secretion during pregnancy is one of the main causes of GDM (Kühl, 1998). The onset of GDM typically occurs in the second trimester of pregnancy, when progesterone levels are high (Kim et al, 2002). Progesterone can cause decreased insulin sensitivity in multiple organs and tissues. Mechanistically, progesterone enhances IR through a reduction in GLUT4 expression (Campbell and Febbraio, 2002; Sugaya et al, 2000). In the pancreas, progesterone can be toxic to pancreatic beta cells through an oxidative stress-dependent mechanism to induce apoptosis (Nunes et al, 2014). In the liver, progesterone increases hepatic glucose production via PGRMC1, which may exacerbate hyperglycemia in diabetes (Lee et al, 2020). Our study determined that progesterone increases hepatic ChREBP expression through a positive feedback loop and is involved in HFrD-induced gestational IR. Meanwhile, the activation of hepatic ChREBP by progesterone can cause hepatic lipid accumulation. Although the causal relationship between tissue lipid accumulation and IR is unclear (Beaven et al, 2013), lipid accumulation in hepatocytes has been associated with hepatic IR (Qu et al, 2019). Therefore, the lipid accumulation induced by ChREBP may be another reason for the promotion of progesterone to IR. These results prompted a need for caution when using progesterone analogs and managing high levels of progesterone during pregnancy.

It has been reported that maternal fructose intake during pregnancy leads to sex-specific changes in offspring endocrine function, but the extent of the effects on male and female offspring is still a subject of debate. Vickers et al found that maternal fructose intake during pregnancy and lactation increases blood glucose levels in female fetuses (Vickers et al, 2011). Moreover, Rodríguez et al found that liquid fructose intake in pregnancy exacerbates dyslipidemia in adult female offspring (Rodríguez et al, 2016a). However, another study has described that fructose (10% wt/vol) exposure during pregnancy leads to hyperinsulinemia, impaired insulin signaling, and low adiponectin levels in male but not female offspring (Rodríguez et al, 2016b). Furthermore, no studies have revealed the mechanism underlying the predilection for sex selection. Our results supported that HFrD-induced IR during pregnancy selectively impaired glucose and lipid metabolism and insulin sensitivity in female but not male offspring. We further indicated that maternal hepatocyte ChREBP deficiency ameliorated the disturbance of glucose and lipid metabolism and insulin sensitivity in female offspring caused by HFrD feeding during pregnancy, which is related to progesterone levels. Considering that male progesterone levels are inherently lower than those in females, and the expression of progesterone receptors in males is much lower than in females, the ChREBP-progesterone axis is not sensitive in males (Asavasupreechar et al, 2020).

Our primary focus in this study is on ChREBP levels in the liver. However, obtaining liver samples from pregnant individuals can be challenging and is often not feasible. Considering the challenge of obtaining liver samples during pregnancy, we aimed to explore whether ChREBP levels in more easily accessible blood samples could serve as a surrogate marker for ChREBP activity during pregnancy. We searched GEO database and found that the transcriptional level of ChREBP was significantly increased in the peripheral blood mononuclear cells of donors at the 9th month (late stage of pregnancy) of pregnancy compared with nonpregnant subjects (Appendix Fig. S11A). In mice blood, we also found that the transcriptional level of ChREBP was significantly increased in donors at the late stage of pregnancy compared with nonpregnant mice (Appendix Fig. S11B). Meanwhile, ChREBP mRNA levels in liver increase during mice pregnancy (Fig. 1B), suggesting that whole-blood ChREBP may serve as an indicator of the enhanced ChREBP expression in the liver during pregnancy. To further support this concept, compared with healthy pregnant women, ChREBP mRNA levels also increased in human GDM patients (Fig. 1I). In mouse blood samples, we also observed the increase of ChREBP mRNA level after HFrD-diet (Appendix Fig. S11C). Meanwhile, ChREBP mRNA levels in liver increase during mice pregnancy with HFrD (Fig. 1H). These findings demonstrated that blood ChREBP levels have consistency with hepatic ChREBP expression. Therefore, the mRNA levels of ChREBP in blood samples may serve as an alternative marker for hepatic ChREBP activity during pregnancy.

The limitations are listed as follows. Although our data indicated that overexpression of MTTP in hepatic ChREBP KO mice does increase circulating progesterone, the specific mechanism remains unclear. Considering that blood-derived cholesterol is a critical substrate for progesterone synthesis and it has been established that MTTP can regulate the efflux of cholesterol from the liver to the blood (Alam et al, 2001; Niwa et al, 2018; Tardif et al, 2014), we speculate that MTTP may promote progesterone synthesis by regulating cholesterol metabolism. However, increasing circulating cholesterol does not necessarily lead to an increase in steroid hormone synthesis. For example, statin drugs play a significant role in lowering circulating cholesterol in the body but do not affect circulating testosterone in men or estradiol in women (Oluleye et al, 2019). This may be because the amount of circulating cholesterol far exceeds the quantity required for steroid hormone synthesis by many orders of magnitude. Therefore, MTTP may also potentially operate through indirect mechanisms mediated by lipid droplets or other effects on the liver, which warrants further investigation. Meanwhile, the experiment does not conclusively demonstrate that MTTP activation is the sole pathway through which ChREBP regulates progesterone in the liver, but it does suggest that MTTP may be an important mechanism for ChREBP-mediated regulation of progesterone levels. Considering these limitations, future research may involve liver-specific overexpression of ChREBP in mice to investigate its relationship with insulin resistance. Furthermore, more advanced studies could entail the injection of si-MTTP into liver-specific ChREBP-overexpressing mice to explore the role of MTTP in liver ChREBP and IR. In addition, isotopic labeling of cholesterol within the liver may be necessary to directly assess the impact of liver ChREBP knockout on the conversion of cholesterol into progesterone. We remain committed to ongoing research and further investigations to address these limitations.

In conclusion, our study links hepatic ChREBP to progesterone and HFrD-induced IR both in the pregnant dam and offspring female individuals for the first time and provides a new positive loop involved in this process. Briefly, in normal dietary conditions, hepatic ChREBP has only a modest effect on progesterone production and the IR of pregnancy. In the case of high fructose intake, ChREBP is over-activated, which leads to hyper-activation of progesterone-PPARγ-ChREBP-MTTP-progesterone loop and results in severe gestational IR and lipid ectopic accumulation. Moreover, excess progesterone enters the offspring via the placenta with the effects of activating ChREBP, resulting in IR and increasing hepatic steatosis in the female offspring (Fig. 8). Our findings unveiled the role of hepatic ChREBP in metabolic disorders caused by high fructose-containing foods and drinks during pregnancy, especially GDM. The precise maintenance of ChREBP-progesterone loop is essential in regulating lipid accumulation and insulin sensitivity in pregnant mice and future generations.

**Figure 8:**
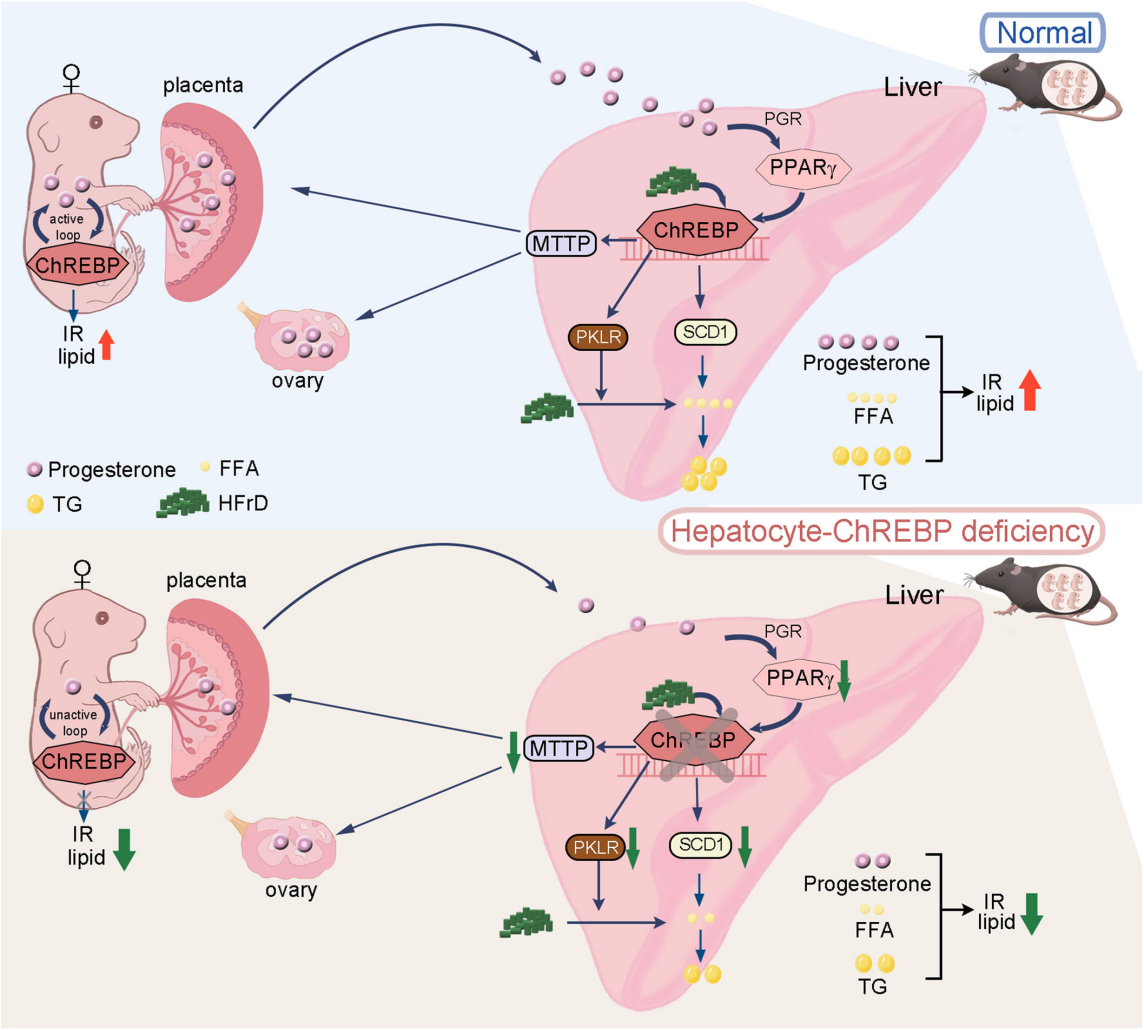
Schematic representation for hepatic ChREBP deficiency-inhibited gestational IR and hepatic steatosis. In the case of HFrD feeding, hepatic ChREBP is doubly activated by fructose and pregnancy. Heptic ChREBP promoted MTTP expression and further increased progesterone levels in circulation. As progesterone levels increase, hepatic ChREBP expression is increased through a PPARγ dependent manner. The excessive activation of the progesterone-ChREBP axis results in severe lipid ectopic accumulation in the liver and systematic IR. Excess progesterone enters the offspring via the placenta, thereby activating the progesterone-ChREBP axis, resulting in IR and increased hepatic steatosis in the female offspring. When hepatic ChREBP is deficient, on one hand, the expression of downstream lipogenesis-related molecules is inhibited, which ameliorates hepatic steatosis, especially under high carbohydrate diets; on the other hand, the circulating progesterone level decreases, which can contribute to the improvement of HFrD-induced IR during pregnancy.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental Models** *List cell lines, model organism strains, patient samples, isolated cell types etc. Indicate the species when appropriate*.		
Chrebp^flox/flox^ mice	GemPharmatech, Nanjing, China	RRID: IMSR_GPT: T009211
HepG2 cell line	ATCC, USA	RRID: CVCL_0027 Cat# HB-8065
**Recombinant DNA** *Indicate species for genes and proteins when appropriate*		
**Antibodies** *Include the name of the antibody, the company (or lab) who supplied the antibody, the catalog or clone number, the host species in which the antibody was raised and mention whether the antibody is monoclonal or polyclonal. Please indicate the concentrations used for different experimental procedures*.		
Rabbit anti- MLXIPL/ChREBP	ABclonal Technology	Cat# A7630
Rabbit anti-β-actin	ABclonal Technology	Cat# AC026
Rabbit anti-Progesterone Receptor	ABclonal Technology	Cat# A0321
Rabbit anti-ApoB	ABclonal Technology	Cat# A1330
Rabbit anti-MTTP	ABclonal Technology	Cat# A1746
Rabbit anti-ABCA1	ABclonal Technology	Cat# A16337
Mouse anti-PKLR	Santa Cruz Biotechnology	Cat# sc-166228
Mouse anti-glucagon	Santa Cruz Biotechnology	Cat# sc-514592
Rabbit anti-SCD1	Proteintech Group	Cat# 23393-1-AP
Rabbit anti-PPARγ	Proteintech Group	Cat# 16643-1-AP
Rabbit anti-insulin	Proteintech Group	Cat# 15848-1-AP
Rabbit anti-Lamin A/C	Proteintech Group	Cat# 10298-1-AP
Rabbit anti-IRS1	Proteintech Group	Cat# 17509-1-AP
Rabbit anti-INSR	Proteintech Group	Cat# 20433-1-AP
Rabbit anti-GSK3β	Proteintech Group	Cat# 22104-1-AP
Rabbit anti-ABCG1	Proteintech Group	Cat# 13578-1-AP
Goat anti-rabbit IgG	Proteintech Group	Cat# SA00001-2
Goat anti-mouse IgG	Proteintech Group	Cat# SA00001-1
Goat anti-rabbit IgG-Rhodamine	Proteintech Group	Cat# SA00007-2
Rabbit anti-ChREBP	Novus	Cat# NB400-135
Goat anti-mouse IgG-FITC	Sigma-Aldrich	Cat# F0257
Mouse anti-AKT	Cell Signaling Technology	Cat# 5239S
Rabbit anti-pi-AKT (Ser473)	Cell Signaling Technology	Cat# 4060L
Rabbit anti-pi-GSK3β (Ser9)	Cell Signaling Technology	Cat# 5558S
Rabbit anti-pi-INSR (Tyr1345)	Cell Signaling Technology	Cat# 3026S
Rabbit anti-pi-IRS1 (Ser1101)	Cell Signaling Technology	Cat# 2385
**Oligonucleotides and other sequence-based reagents** *For long lists of oligos or other sequences please refer to the relevant Table(s) or EV Table(s)*		
Sequences of primers for qRT-PCR and promotor analysis	This study	Appendix Table S1
**Chemicals, Enzymes and other reagents** (*e.g., drugs, peptides, recombinant proteins, dyes etc*.)		
17-β-estradiol (estradiol)	Solarbio	E8140
progesterone	Sigma-Aldrich	P0130
Rosiglitazone	Alexis Biochemicals	ALX-350-125-M025
**Software** *Include version where applicable*		
Adobe Photoshop CS6	http://www.photoshop.com	
GraphPad Prism 8	http://www.graphpad.com/	
Image J	https://imagej.net/ImageJ	
**Other** (*Kits, instrumentation, laboratory equipment, lab ware etc. that are critical for the experimental procedure and do not fit in any of the above categories*)		
Progesterone ELISA kit	Elabscience Biotechnology	E-EL-0154c
Insulin ELISA kit	Elabscience Biotechnology	E-EL-M1382
FFA content assay kit	Solarbio	BC0590
TG content assay kit	Wako Chemicals	290-63701
Cholesterol content assay kit	Applygen Technologies	E1015

### Cell culture

HepG2 cells were purchased from ATCC (ATCC, Manassas, VA). Primary hepatocytes were isolated and prepared as described (Zhang et al, 2020a).

Mouse primary hepatocytes were obtained from female mice aged approximately 4–6 weeks using a collagenase perfusion method as previously described (Sun et al, 2017). In brief, mice were anesthetized with chloral hydrate administered by intraperitoneal injection. The inferior vena cava of the mouse was cannulated with an angiocatheter, the liver was then perfused with a solution consisting of 1 mL heparin (320 U/mL), 40 mL solution I (Krebs solution with 0.1 mmol/L EGTA), and 30 mL solution II (Krebs solution with 2.74 mmol/L CaCl_2_ and 0.05% collagenase I). The perfused liver was filtered through a 37-μm screen using cold DMEM medium. The collected hepatocytes were then centrifuged three times at 4 °C for 3 min at 50 g and resuspended, and then cultured overnight and subsequently subjected to the designated treatment.

Cells were cultured in DMEM medium. Before treatment, the medium was switched to serum-free and phenol-red-free medium to avoid potential interference from serum hormones or phenol-red.

### Generation of gene knockout mice

Hepatocyte-specific *Pparg*-deficient (h*Pparg* KO) mice and the corresponding control mice (*Pparg*^flox/flox^) were generated as described (Zhang et al, 2020b).

*Chrebp*^flox/flox^ mice (RRID: IMSR_GPT: T009211) were constructed by GemPharmatech (Nanjing, China). Briefly, The Mlxipl gene has 10 transcripts. 

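In the GENCODE M21 annotation, which is on GRCm38, *Mlxipl* lies on chromosome 5 from 135089890 to 135138382 on the plus strand and has 10 transcripts. The deposited counts sum the reads of the whole gene over 5538 bases of exon and do not separate these transcripts.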

According to the Mlxipl gene structure, exon 2 of the Mlxipl-201 (ENSMUST00000005507.9) transcript was recommended as the knockout region. The region contains a 107 bp coding sequence, and knocking out the region will result in the disruption of protein function. 

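In the same annotation, exon 2 of ENSMUST00000005507.9 spans positions 135113627 to 135113733 of chromosome 5 of GRCm38. It is 107 bases long, all of them coding, and is 1 of 17 exons with 2592 coding bases in total. Its length leaves a remainder of 2 after division by 3, so that removing it shifts the reading frame of exon 3.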

The brief process is as follows: sgRNA was transcribed in vitro, and the donor vector was constructed. Cas9, sgRNA, and Donor were microinjected into the fertilized eggs of C57BL/6J mice. Fertilized eggs were transplanted to obtain positive F0 mice, which were confirmed using PCR and sequencing. A stable Fl generation mouse model was acquired by mating positive F0 generation mice with C57BL/6J mice. The floxed mice had genes knocked out following mating with mice expressing Cre recombinase, resulting in the loss of function for the target gene in hepatocytes.

To generate hepatocyte-specific *Chrebp*-deficient mice, *Chrebp*^flox/flox^ mice were crossbred with Alb-Cre transgenic mice. Thus, *Chrebp*^flox/flox^/Cre^−/−^ were named *Chrebp*^flox/flox^ and *Chrebp*^flox/flox^/Cre^+/−^ were named h*Chrebp* KO mice, respectively.

### In vivo study

Female C57BL/6J wild-type (WT) mice were divided into four groups: CC (mice fed normal chow), CF [mice fed HFrD (Moldiets, MD08040107, 10 kcal% fat, and 70% fructose) from Day 8], PC (pregnant mice fed normal chow) and PF (pregnant mice fed HFrD from Day 8). A portion of the mice (5 mice/group) in the four groups were sacrificed on Day 17. Offspring from the remaining PC and PF groups were maintained and sacrificed at 8 weeks old (*n* = 5).

Female *Chrebp*^flox/flox^ and h*Chrebp* KO mice were divided into four groups: WPC (*Chrebp*^flox/flox^ mice fed NC), WPF (*Chrebp*^flox/flox^ mice fed HFrD after pregnancy), KPC (h*Chrebp* KO mice fed NC), and KPF (h*Chrebp* KO mice fed HFrD after pregnancy). All groups were mated with adult male mice (*Chrebp*^flox/flox^) overnight on Day 0 and received corresponding food after pregnancy. A portion of the mice (5 mice in each group) in the four groups were sacrificed on Day 17. Offspring from the remaining pregnant mice were maintained and sacrificed at 8 weeks old (*n* = 5). The offspring were divided into six groups: fWPC (*Chrebp*^flox/flox^ offspring from WPC group), fWPF (*Chrebp*^flox/flox^ offspring from WPF group), fKPC-WT (*Chrebp*^flox/flox^ offspring from KPC group), fKPC-KO (h*Chrebp* KO offspring from KPC group), fKPF-WT (*Chrebp*^flox/flox^ offspring from KPF group), and fKPF-KO (h*Chrebp* KO offspring from KPF group).

Female mice were mated to male mice on the preceding night and copulatory plugs were checked the following morning, and designed as E1.

GTT and ITT were carried out a few days before the end of study. For GTT, mice were orally administrated with glucose (0.5 g/kg body weight) after 12-h fasting, followed by determination of blood glucose levels at the indicated time points. For ITT, mice were i.p. injected with insulin (1 U/kg body weight) after 6-h fasting, followed by determination of blood glucose levels at the indicated time points.

### Hematoxylin & eosin (HE) and Oil Red O (ORO) staining

Liver and pancreas tissues paraffin sections to conduct HE staining as described (Zhang et al, 2020b). For ORO staining, frozen liver sections were prepared and stained as described (Wang et al, 2022). The sections were photographed by a Leica DM3000 microscope (Wetzlar, Germany).

### Determination of serum insulin and progesterone levels

Mice blood samples were kept for 2 h at room temperature followed by centrifugation for 20 min at 2000 × *g*. Serum levels of insulin and progesterone were measured by the corresponding ELISA kits.

### Western blotting and qRT-PCR

For western blotting, cellular or tissue proteins were extracted and used to determine protein expression. For qRT-PCR, cells or tissues were lysed in TRIzol to extract RNA, and cDNA was synthesized from RNA by reverse transcription followed by real-time PCR to determine the mRNA levels with the primers in Appendix Table S1.

### RNA-seq analysis

RNA-seq and analysis were performed by GENEWIZ Biotechnology Co., Ltd. Briefly, 1 μg total RNA was used for following library preparation. The poly(A) mRNA isolation was performed using Oligo(dT) beads. The mRNA fragmentation was performed using divalent cations and high temperature. Priming was performed using Random Primers. First-strand cDNA and the second-strand cDNA were synthesized. The purified double-stranded cDNA was then treated to repair both ends and add a dA-tailing in one reaction, followed by a T-A ligation to add adapters to both ends. Size selection of Adapter-ligated DNA was then performed using DNA Clean Beads. Each sample was then amplified by PCR using P5 and P7 primers and the PCR products were validated. Then libraries with different indexs were multiplexed and loaded on an Illumina HiSeq/Illumina Novaseq/MGI2000 instrument for sequencing using a 2 × 150 paired-end (PE) configuration according to manufacturer’s instructions. Bubble chart and volcano plots were plotted by https://www.bioinformatics.com.cn (last accessed on 10 Oct 2023), an online platform for data analysis and visualization.

### Immunofluorescent staining

Paraffin-embedded liver and pancreas sections from mice were subjected to immunofluorescent staining as described (Ma et al, 2018). Photographs were obtained with immunofluorescence microscopy (Leica DM5000B, Leica Microsystems, Nussloch, Germany).

### Determination of promoter activity

The corresponding promoter was generated as described with the primers in Appendix Table S1 (Zhang et al, 2020a). Cells in 48-well plates were transfected with plasmids for the corresponding promoter and Renilla (for internal normalization). After overnight transfection and treatment, cells were used to determine the activity of firefly and Renilla luciferases using the Dual-Luciferase reporter assay system (Promega, Madison, WI).

### Determination of the lipid content in liver and serum

A piece of liver (~100 mg) or serum was used to determine the TG, FFA, or cholesterol by the corresponding ELISA kits.

### Chromatin immunoprecipitation (ChIP) assay

Cells were subjected to chromatin immunoprecipitation as described (Sun et al, 2017). The precipitated chromatin of the ChREBP promoter region was detected by PCR using the following primers: forward primer (ATGTTAATGAGGCCCGGCTG); reverse primer (CTGTGTCCGAGTCCGAGTCT). The density of each band was quantified with Image J software.

### Human blood RNA extraction

We collected whole blood samples from 12 pregnant women with (*n* = 6) or without (*n* = 6) diabetes mellitus during pregnancy from Tianjin Central Hospital of Gynecology Obstetrics (Nankai University Maternity Hospital). mRNA from human blood was isolated by blood total RNA kit (Zomanbio, China). cDNA was synthesized using the HiScript III-RT SuperMix Kit (Vazyme, China). *Chrebpa* and *Chrebpb* mRNA levels were evaluated by qRT-PCR.

### Data collection and bioinformatics analysis

GEO dataset was downloaded from GEO database (http://www.ncbi.nlm.nih.gov/geo). The GSE17409 dataset contains the subset of data used to generate a healthy donor signature comparing female healthy specimens before pregnancy with respect to female healthy specimens at ninth month of pregnancy. Our analysis contained healthy donors at the 9th month of pregnancy (*n* = 3) and nonpregnant subjects (*n* = 5). We utilized the GEO2R (http://www.ncbi.nlm.nih.gov/geo/geo2r/) statistical tool to calculate and assess the genes that were expressed differently. The resultant DEG dataset was collected and used for further analysis and to generate the volcano map.

### Data analysis

All experiments were repeated at least three times, and representative results were presented. The data are presented as the mean ± SEM and analyzed by Student’s t-test or ANOVA with a post hoc test using GraphPad Prism software (San Diego, CA). The differences were considered significant at *P* < 0.05.

### Study approval

The protocol for the animal study was approved by the Ethics Committee of Nankai University (Tianjin, China) and strictly conformed to the Guide for the Care and Use of Laboratory Animals published by the National Institutes of Health (2022-SYDWLL-000573). All patients and healthy controls gave their written informed consent, and the study was approved by Nankai University and conducted in accordance with the Declaration of Helsinki (NKUIRB2022142).

## Supplementary information

Appendix

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

EV and Appendix Figures Source Data

Peer Review File

Expanded View Figures

## Data Availability

The RNA-seq data have been deposited to Gene Expression Omnibus (GEO) database with the accession code GSE247892 and GSE248051. All data generated in this study are included in this article. Source data are provided with this paper or upon request from the corresponding authors.

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 1 — Appendix

1   **Appendix**  
2   **Table of Contents**  
3   Appendix Table S1.....2  
4   Appendix Table S2.....3  
5   Appendix Figure S1 and Figure Legend .....4  
6   Appendix Figure S2 and Figure Legend .....5  
7   Appendix Figure S3 and Figure Legend .....6  
8   Appendix Figure S4 and Figure Legend.....7  
9   Appendix Figure S5 and Figure Legend.....8  
10   Appendix Figure S6 and Figure Legend .....9  
11   Appendix Figure S7 and Figure Legend .....10  
12   Appendix Figure S8 and Figure Legend .....11  
13   Appendix Figure S9 and Figure Legend .....12  
14   Appendix Figure S10 and Figure Legend .....13  
15   Appendix Figure S11 and Figure Legend .....14  
16

**Appendix Table S1. Sequences of primers for qRT-PCR, PCR, and promoter analysis**

| Gene                                         | Sense                             | anti-sense                       |
|----------------------------------------------|-----------------------------------|----------------------------------|
| m- <i>Chrebp</i>                             | 5'-AGATGGAGAACCGACGTATCA-3'       | 5'-ACTGAGCGTGCTGACAAGTC-3'       |
| m- <i>Chrebpa</i>                            | 5'-CGACACTCACCCACCTCTTC-3'        | 5'-TTGTTTCAGCCGGATCTTGTC-3'      |
| m- <i>Chrebpb</i>                            | 5'-TCTGCAGATCGCGTGAG-3'           | 5'-CTTGTCGCCGCATAGCAAC-3'        |
| m- <i>Apob</i>                               | 5'-AAGCACCTCCGAAAGTACGTG-3'       | 5'-CTCCAGCTCTACCTTACAGTTGA-3'    |
| m- <i>Mttp</i>                               | 5'-CTGGATCTCCATATTGGCCT-3'        | 5'-TGATGTCCAAAATGCTGTCG-3'       |
| m- <i>Abca1</i>                              | 5'-CCCAGAGCAAAAAGCGACTC-3'        | 5'-GGTCATCATCACTTTGGTCCTTG-3'    |
| m- <i>Abcg1</i>                              | 5'-GCCTACTACCTGGCAAAGACC-3'       | 5'-GAACAGCACAAAACGCACAG-3'       |
| m- $\beta$ -actin                            | 5'-ATGGAGGGGAATACAGCCC-3'         | 5'-TTCTTTGCAGCTCCTTCGTT-3'       |
| m- <i>Star</i>                               | 5'-ATGTTCTCGCTACGTTCAAG-3'        | 5'-CCCAGTGCTCTCCAGTTGAG-3'       |
| m- <i>Cyp11a1</i>                            | 5'-AGGTCCTTCAATGAGATCCCCT-3'      | 5'-TCCCTGTAAATGGGGCCATAC-3'      |
| m- <i>Hsd3b</i>                              | 5'-GGTTTTTGGGGCAGAGGATCA-3'       | 5'-GGTACTGGGTGTCAAGAATGTCT-3'    |
| m- <i>Mln64</i>                              | 5'-GTGACTTGAGCGCAGTTTG-3'         | 5'-GCCAGTGTTGGTATTAGCTCG-3'      |
| h- <i>Chrebp</i>                             | 5'-AGAACCGGCGTATCACACAC-3'        | 5'-GTGCTCACGAGCCCATGAA-3'        |
| h- <i>Chrebpa</i>                            | 5'-AGTGCTTGAGCCTGGCCTAC-3'        | 5'-TTGTTTCAGGCGGATCTTGTC-3'      |
| h- <i>Chrebpb</i>                            | 5'-AGCGGATTCCAGGTGAGG-3'          | 5'-TTGTTTCAGGCGGATCTTGTC-3'      |
| h- $\beta$ -actin                            | 5'-CTGGAACGGTGAAAGGTGACA-3'       | 5'-AAGGGACTTCCTGTAACAATGCA-3'    |
| <i>Chrebp</i> <sup>lox/lox</sup><br>5'arm    | ATAGGACAGGAAGGTGTCCAAGACC         | GGCCTTGAAATCAACTCTGTAGACC        |
| <i>Chrebp</i> <sup>lox/lox</sup><br>3'arm    | TCCAGTGGAAGGTGTCTGCCTAG           | AGGATCTCTGTGTTTCGAGGCCA          |
| h <i>Chrebp</i><br>promoter-PPRE<br>mutation | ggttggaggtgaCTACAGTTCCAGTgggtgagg | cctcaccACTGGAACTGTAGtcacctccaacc |

18 m, mus musculus; h, homo sapiens; ChREBP, carbohydrate response element-binding protein; Apob,  
19 apolipoprotein B; Mttp, microsomal triglyceride transfer protein; Abca1, ATP binding cassette subfamily A member  
20 1; Abcg1, ATP binding cassette subfamily G member 1. Star, steroidogenic acute regulatory protein; Cyp11a1,  
21 cholesterol side-chain cleavage; Hsd3b, 3- $\beta$ -hydroxysteroid dehydrogenase; Mln64, StAR-related lipid-transfer  
22 protein 3. The capital letters are mutated nucleotides in the PPRE of the human *ChREBP* promoter.

24 **Appendix Table S2. Embryonic absorption rate in each group**

|                                          | Absorbed embryos (pcs) | Survived embryos (pcs) | Embryo absorption rate (%) |
|------------------------------------------|------------------------|------------------------|----------------------------|
| <i>Chrebp</i> <sup>flox/flox</sup> -NC   | 0                      | 7±1                    | 0%                         |
| <i>Chrebp</i> <sup>flox/flox</sup> -HFrD | 1.8±1 ***              | 5.2±1 *                | 25%±8 ***                  |
| <i>Chrebp</i> KO-NC                      | 3±3 *                  | 6±3                    | 30%±34 *                   |
| <i>Chrebp</i> KO-HFrD                    | 2±2                    | 5.7±3                  | 28%±35                     |

25 \*, P<0.05, \*\*, P<0.01, \*\*\*, P<0.001 vs *Chrebp*<sup>flox/flox</sup>-NC. n = 6~8. Statistical comparisons are between genotypes at  
 26 similar embryonic day.

27

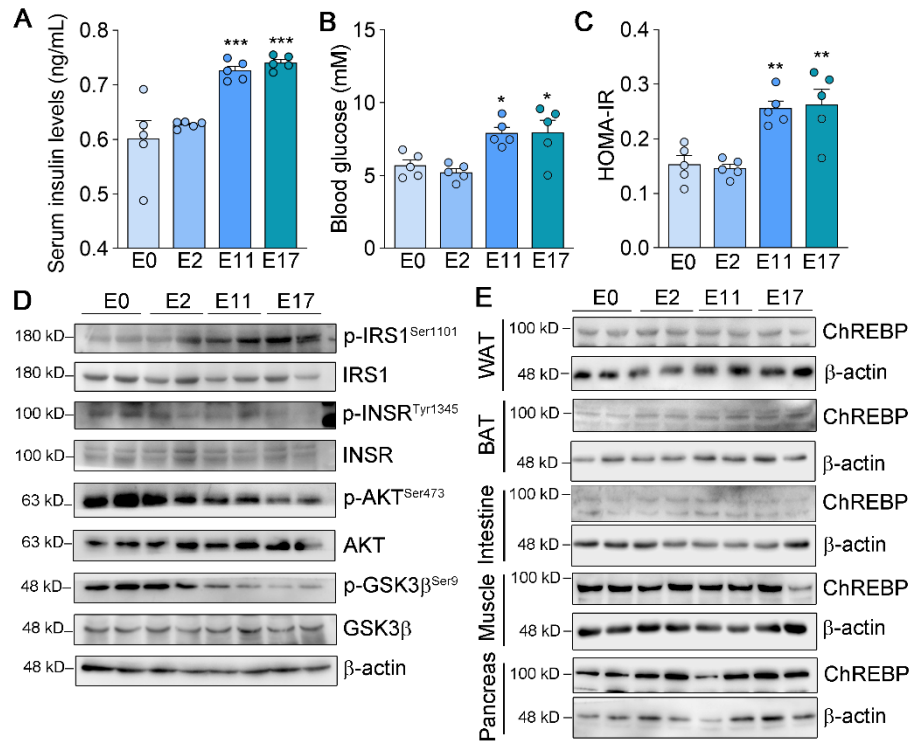

**Appendix Figure S1. Increased IR in normal pregnancy.** The mice in **Figure 1A** were used to complete following assays: **(A-C)** Determination of serum insulin **(A)**, blood glucose **(B)** and HOMA-IR **(C)** levels. **(D)** Expression of protein related to insulin signaling pathway in mouse liver was determined by Western blot. **(E)** Different tissue samples were collected and ChREBP protein levels were determined by Western blot. n = 5.

Data information: All graphs are represented as Mean  $\pm$  SEM, n: biological replicates. Owo-way ANOVA followed by Tukey's multiple comparisons test were used. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001 vs. E0 group.

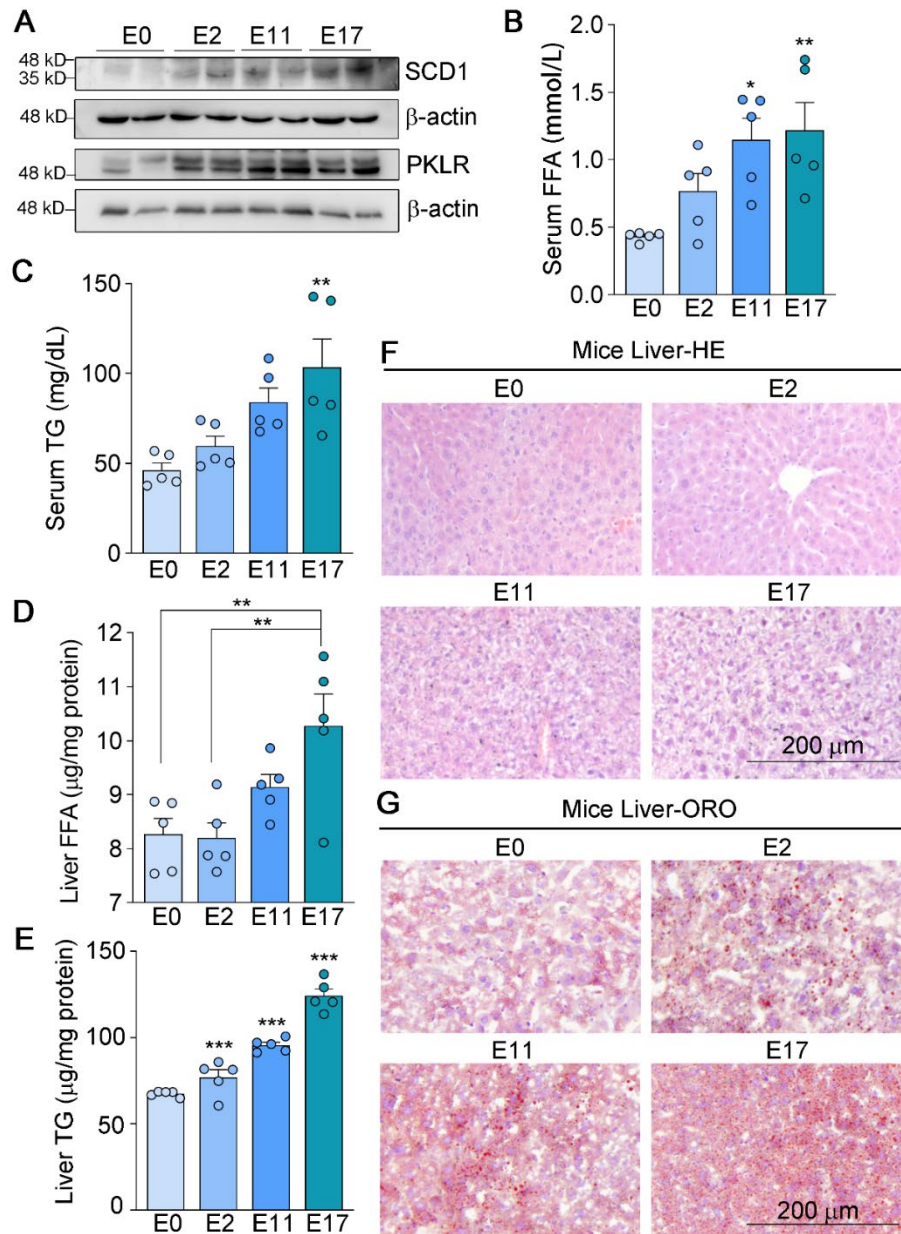

**Appendix Figure S2. Increased lipids accumulation in normal pregnancy.** The mice in **Figure 1A** were used to complete following assays: (A) Expression of protein related to downstream targets protein of ChREBP in mouse liver was determined by Western blot. (B, C) Free fatty acid (FFA) and triglyceride (TG) quantitative analysis in serum. (D, E) FFA and TG quantitative analysis in liver lipid extract. (F, G) HE staining (F) and Oil Red O (ORO) (G) staining of liver sections. n = 5.

Data information: All graphs are represented as Mean  $\pm$  SEM, n: biological replicates. Owo-way ANOVA followed by Tukey's multiple comparisons test were used. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001 vs. E0 or indicated group.

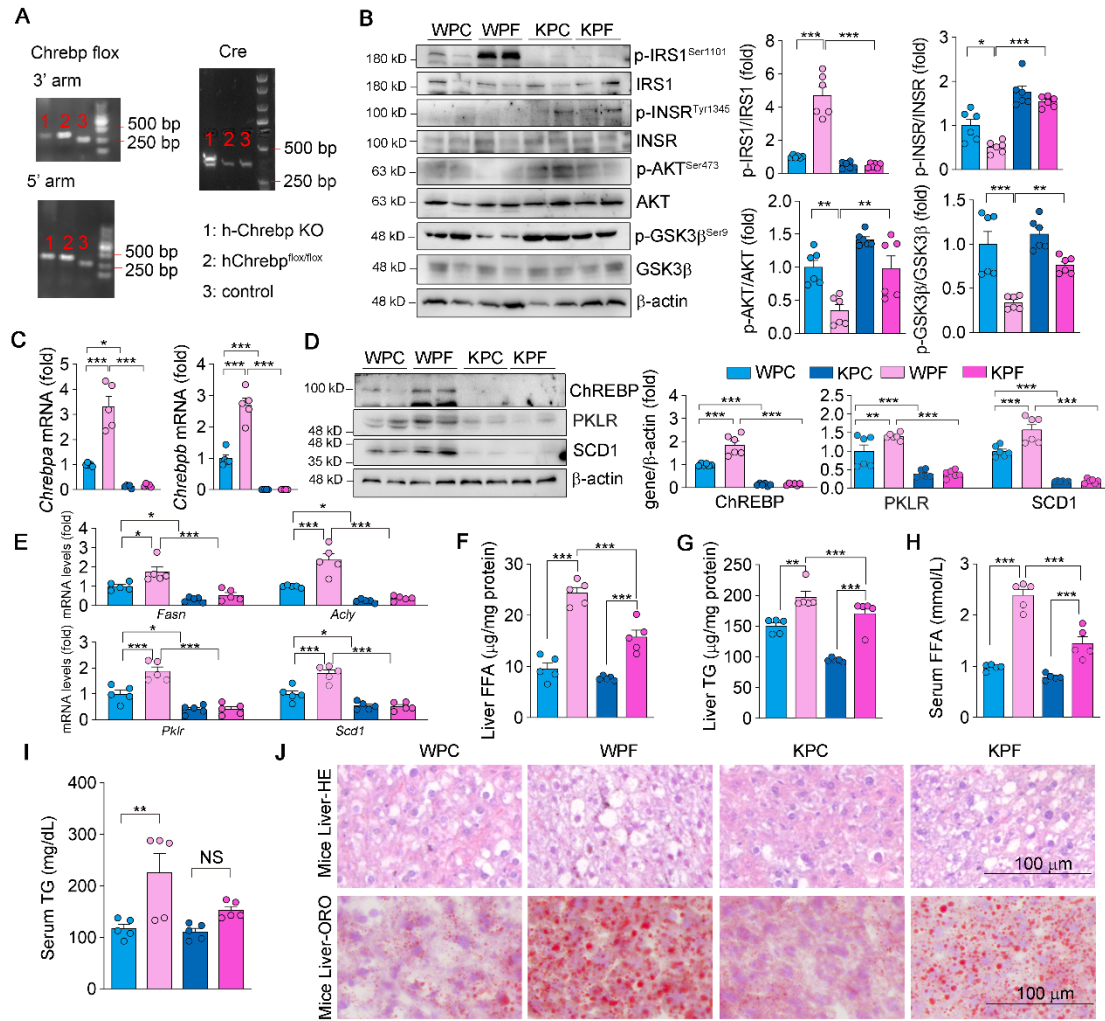

**Appendix Figure S3. Hepatic ChREBP deficiency improved IR and hepatic lipid accumulation.** The mice in **Figure 2A** were used to complete following assays: **(A)** Representative gel photographs illustrating the PCR products amplified from the mouse tail to identify the genotype in this study. **(B)** Expression of protein related to insulin signaling pathway in liver was determined by Western blot with quantification of the band density.  $n = 6$ . **(C)** Expression of *Chrebp* and *Chrebbp* mRNA in liver was determined by qRT-PCR.  $n = 5$ . **(D)** Expression of ChREBP and its downstream targets protein in liver was determined by Western blot with quantification of the band density.  $n = 5$ . **(E)** mRNA expression of downstream targets gene of *Chrebp* in liver was determined by qRT-PCR.  $n = 5$ . **(F-I)** Hepatic **(F and G)** and serum **(H and I)** lipid extracts were subjected to free fatty acid (FFA) and triglyceride (TG) quantitative analysis.  $n = 5$ . **(J)** HE staining and Oil Red O (ORO) staining of liver sections.  $n = 5$ . Data information: All graphs are represented as Mean  $\pm$  SEM,  $n$ : biological replicates. Two-way ANOVA followed by Tukey's multiple comparisons test were used. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , NS: no significance vs. indicated group.

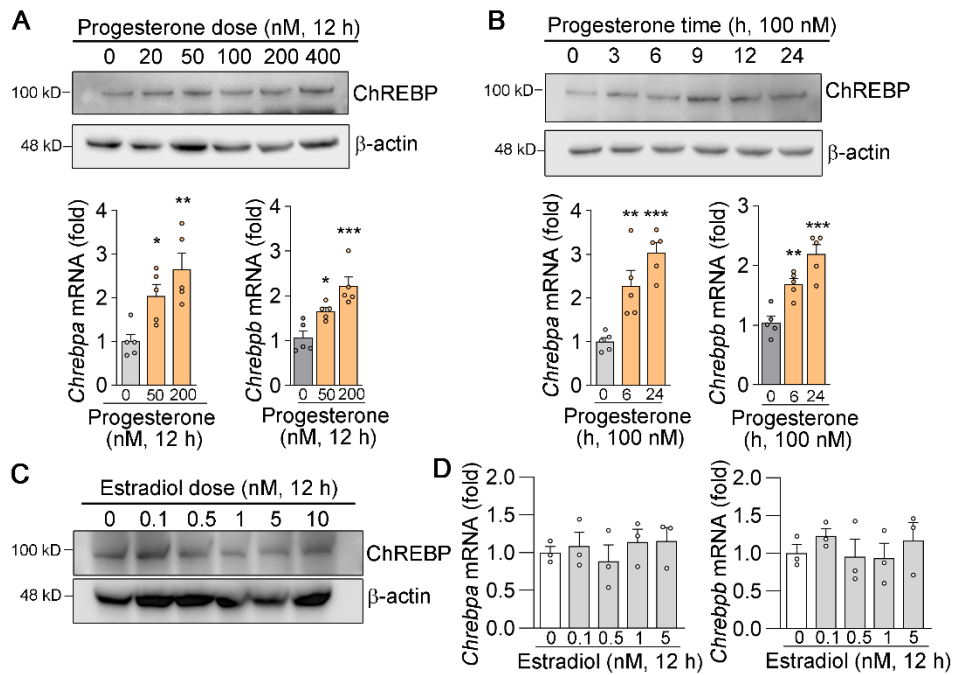

**Appendix Figure S4. Progesterone but not estradiol activates hepatic ChREBP expression.** (A, B) Primary hepatocyte was treated with progesterone at the indicated concentrations for 12 h (A) or 100 nM for the indicated time points (B), the ChREBP protein level was determined by Western blot, the *Chrebpa* and *Chrebpb* mRNA level was determined by qRT-PCR. n = 5. (C, D) Primary hepatocyte was treated with estradiol at the indicated concentrations for 12 h, the ChREBP protein level was determined by Western blot (C), the *Chrebpa* and *Chrebpb* mRNA level was determined by qRT-PCR (D), n = 3.

Data information: All graphs are represented as Mean  $\pm$  SEM, n: biological replicates. One-way ANOVA followed by Tukey's multiple comparisons test were used. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001 vs. control group.

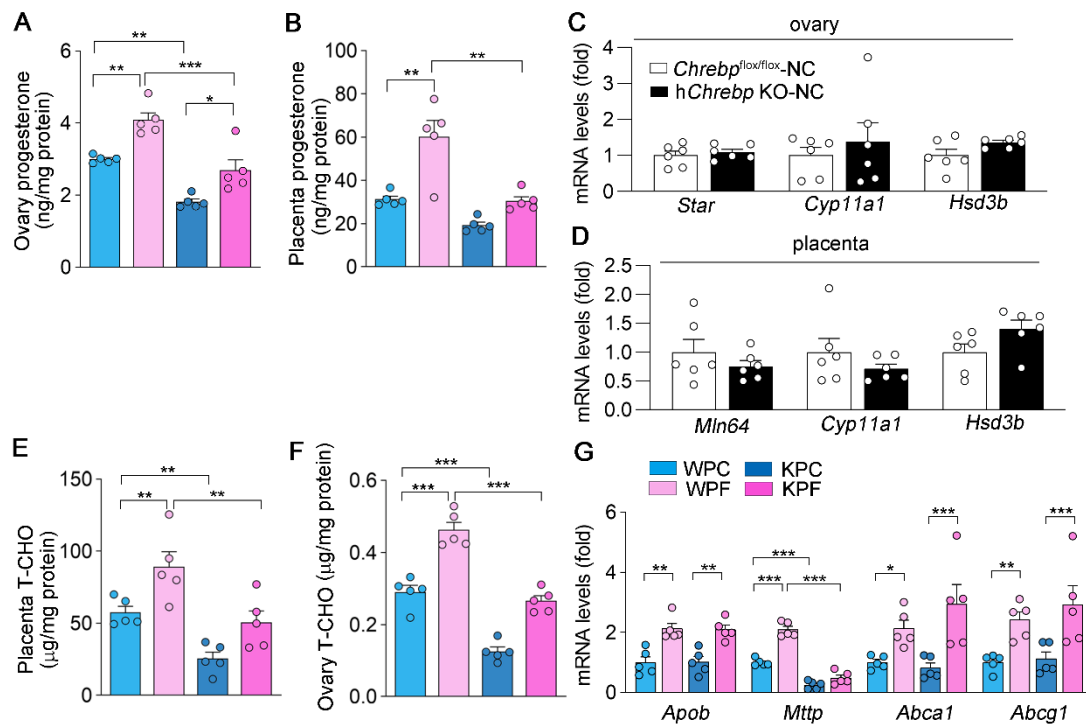

**Appendix Figure S5. Hepatic ChREBP deficiency did not affect the expression of progesterone synthases.** (A) Determination of progesterone levels in the ovary of mice, n = 5. (B) Determination of progesterone levels in the placenta of mice, n = 5. (C, D) mRNA levels of progesterone synthesis-related genes in ovary and placenta were determined by qRT-PCR analysis, n = 6. (E, F) Determination of total cholesterol (T-CHO) levels in placenta (E), ovary (F) of mice, n = 5. (G) Expression of genes involved in cholesterol transport was determined by qRT-PCR in mouse liver, n = 5.

Data information: All graphs are represented as Mean  $\pm$  SEM, n: biological replicates. Two-way ANOVA followed by Tukey's multiple comparisons test were used. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001 vs. the indicated group.

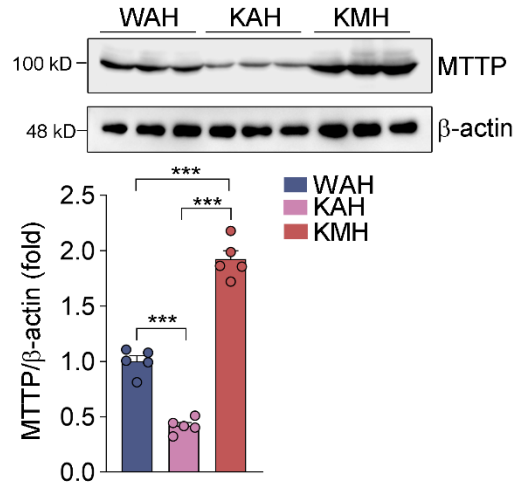

**Appendix Figure S6. AAV-mediated overexpression of MTTP in the liver.** Expression of MTTP protein in **Figure 4F** mouse liver was determined by Western blot with quantification of band density. n = 5.

Data information: All graphs are represented as Mean  $\pm$  SEM, n: biological replicates. Two-way ANOVA followed by Tukey's multiple comparisons test were used. \*\*\*P<0.001 vs. indicated group.

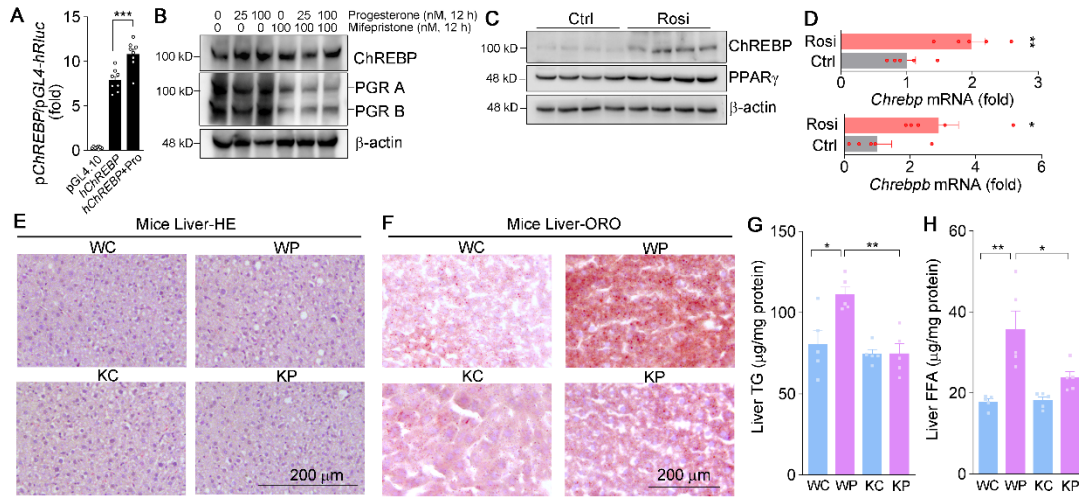

**Appendix Figure S7. Progesterone activates hepatic ChREBP expression by PPAR $\gamma$ .** (A) HepG2 cells were transfected with the h*ChREBP* promoter plus Renilla (as an internal control) overnight, followed by 100 nM progesterone treatment for another 12 h. The activity of firefly and renilla luciferases in the cellular lysate was determined by dual-luciferase reporter assay ( $n = 8$ ). (B) Primary hepatocytes were treated with progesterone at indicated concentrations with 0 or 100 nM mifepristone for 12 h and protein level was determined by Western blot. (C, D) Female C57BL/6J mice were gavaged with vehicle (saline solution, Ctrl groups) or rosiglitazone solution (30 mg/kg body weight, Rosi groups) in saline solution for 5 consecutive days. Mouse livers were collected for determination of proteins and mRNA expression by Western blot (C) and qRT-PCR (D),  $n = 5$ . (E-H) Mouse liver sections of **Figure 5I** were conducted HE staining (E) and Oil Red O (ORO) staining (F); hepatic lipid extracts were subjected to triglyceride (TG) (G) and free fatty acid (FFA) (H) quantitative analysis,  $n = 5$ . Data information: All graphs are represented as Mean  $\pm$  SEM,  $n$ : biological replicates. In (A), One-way ANOVA followed by Tukey's multiple comparisons test were used. \*\*\* $P < 0.001$  vs. the indicated group. In (D), Two-tailed t-tests were performed to assess differences between two experimental groups. \* $P < 0.05$ , \*\* $P < 0.01$  vs. control group. In (G, H), Two-way ANOVA followed by Tukey's multiple comparisons test were used. \* $P < 0.05$ , \*\* $P < 0.01$  vs. the indicated group.

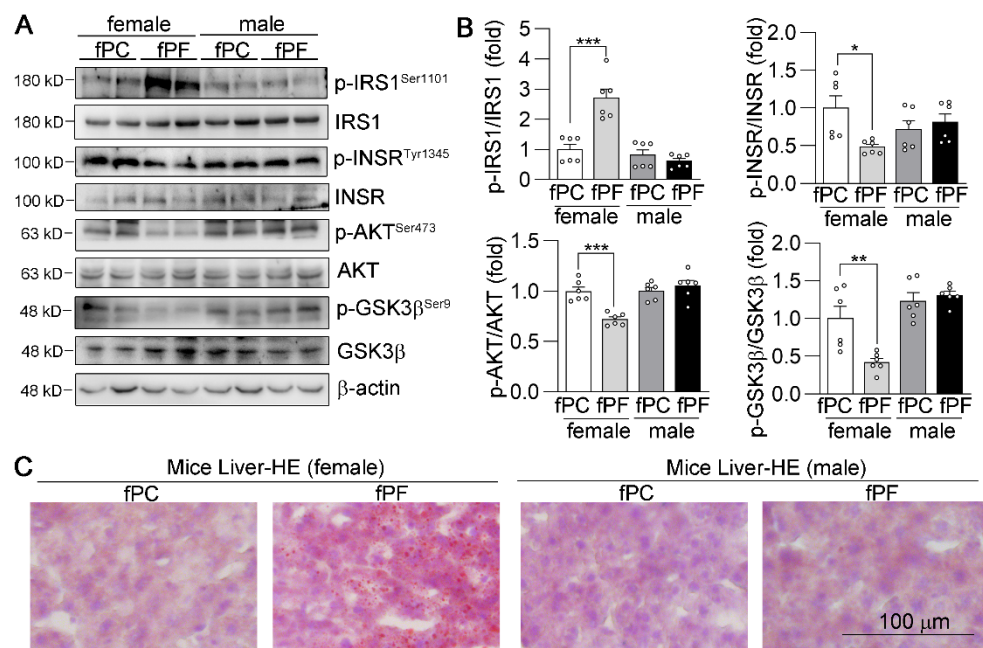

**Appendix Figure S8. HFrD aggravates glucose and lipid metabolism disorders in female offspring.** The mice in **Figure 6A** were used to complete following assays: **(A-C)** Expression of insulin signaling pathway-related proteins in mouse liver was determined by Western blot **(A)** with quantification of band density **(B)**. Oil Red O (ORO) staining of liver sections **(C)**. n = 6, \*P<0.05, \*\*P<0.01, \*\*\*P<0.001 vs. indicated group.

Data information: All graphs are represented as Mean  $\pm$  SEM, n: biological replicates. One-way ANOVA followed by Tukey's multiple comparisons test were used. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001 vs. indicated group.

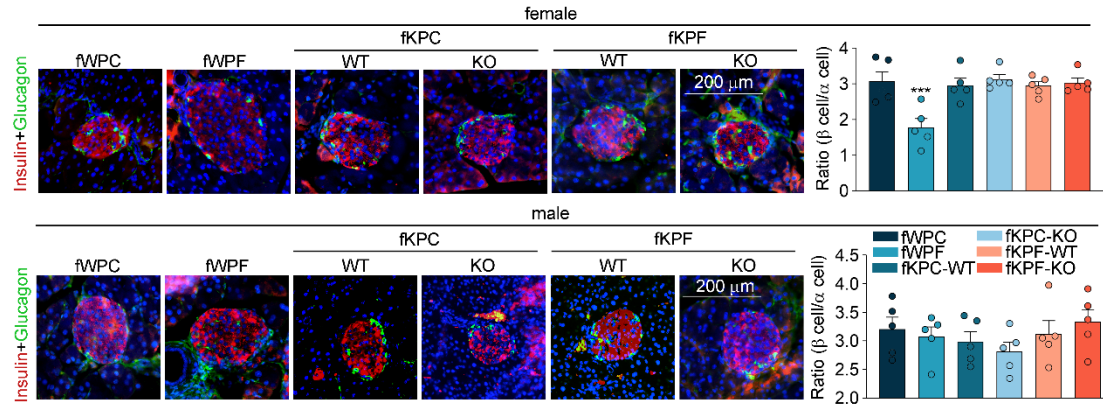

**Appendix Figure S9. Maternal hepatic ChREBP deficiency improves HFrD-impaired pancreas in female offspring.** Immunofluorescent staining with anti-glucagon (green) or anti-insulin (red) antibodies of mice pancreas sections, and the ratio of beta cell area (insulin-positive) to alpha cell area (glucagon positive) was calculated. n = 5.

Data information: All graphs are represented as Mean  $\pm$  SEM, n: biological replicates. One-way ANOVA followed by Tukey's multiple comparisons test were used. \*\*\*P<0.001 vs. fWPC group.

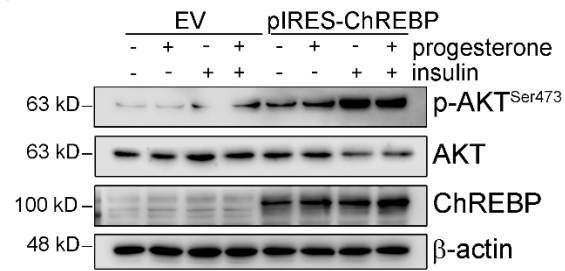

**Appendix Figure S10. Hepatic ChREBP improves hepatic insulin sensitivity in vitro.** HepG2 cells were transfected with pIRES-*ChREBP* or pIRES-*HA* (empty vectors, EV) overnight and then treated with or without 100 nM progesterone (PRO) overnight as well as 10 nM insulin for 15 min. Expression of protein related to insulin signaling pathway was determined by Western blot.

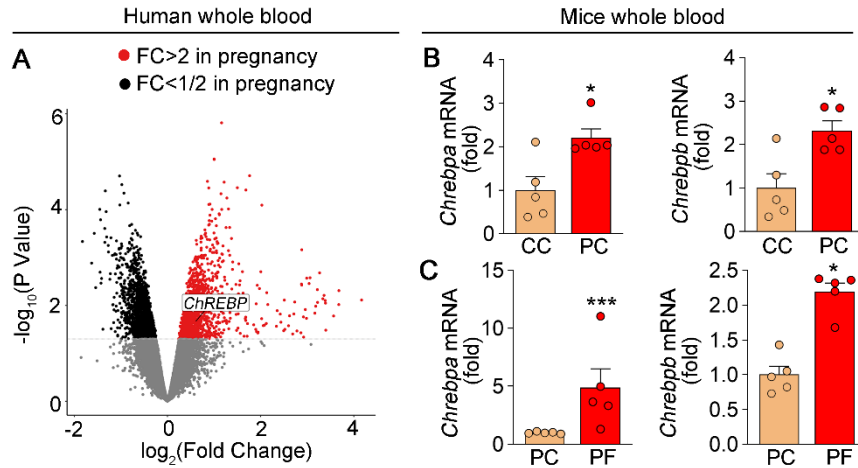

**Appendix Figure S11. ChREBP mRNA level in blood was activated by pregnancy and HFrD-diet.** (A) Volcano plot showing the transcripts in healthy donors' peripheral blood mononuclear cells (PBMCs) at the 9th month of pregnancy that were decreased (black dots), increased (red dots), or not changed (gray dots). The data were generated from the NCBI gene expression omnibus database (GEO access: GSE17409).  $p < 0.05$ ;  $n = 3$  (healthy donors at the 9th month of pregnancy),  $n = 5$  (nonpregnant subjects). (B) Whole blood was obtained from unpregnancy mice (CC group) and pregnancy mice (PC group). RNA was extracted by the blood total RNA kit (Zomanbio, China), and *ChREBP* and *ChREBPB* mRNA levels were evaluated by qRT-PCR.  $n = 5$ . (C) Whole blood was obtained from normal diet pregnancy mice (PC group) and HFrD diet pregnancy mice (PF group). RNA was extracted by the blood total RNA kit (Zomanbio, China), and *ChREBP* and *ChREBPB* mRNA levels were evaluated by qRT-PCR.  $n = 5$ . Data information: All graphs are represented as Mean  $\pm$  SEM,  $n$ : biological replicates. Two-tailed t-tests were performed to assess differences between two experimental groups. In (B),  $*P < 0.05$  vs. CC group. In (C),  $*P < 0.05$ ,  $***P < 0.001$  vs. PC group.

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 2 — Source data Fig. 1

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Figure 1**

**Figure 1H:** (*P<0.05, **P<0.01, ***P<0.001 *vs.* CC, ^#^P<0.05, ^##^P<0.01, ^###^P<0.001 *vs.* CF, ^^^P<0.05, ^^^^P<0.01, ^^^^^P<0.001 *vs.* PC, n = 3)

| **Genes** | **CC** | **CF** | **PC** | **PF** |
| --- | --- | --- | --- | --- |
| ChREBP | 100±3 | 129±3* | 140±8** | 172±11^##^^ |
| PKLR | 100±6 | 165±13*** | 154±20*** | 228±31^###^^^^ |
| SCD1 | 100±30 | 280±33* | 291±71* | 460±44^#^^ |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 4 — Source data Fig. 3

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Figure 3**

**Figure 3K:** (*P<0.05, **P<0.01, ***P<0.001 *vs.* CTRL, n = 3)

| **Genes** | **CTRL** | **PRO** |
| --- | --- | --- |
| ChREBP | 100±3 | 206±20* |
| PKLR | 100±4 | 151±2* |
| SCD1 | 100±4 | 160±12* |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 5 — Source data Fig. 4

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Figure 4**

**Figure 4E:** (*P<0.05, **P<0.01, ***P<0.001 *vs.* WPC, ^#^P<0.05, ^##^P<0.01, ^###^P<0.001 *vs.* WPF, ^^^P<0.05, ^^^^P<0.01, ^^^^^P<0.001 *vs.* KPC, n = 3)

| **Genes** | **WPC** | **WPF** | **KPC** | **KPF** |
| --- | --- | --- | --- | --- |
| APOB | 100±4 | 151±11** | 125±13 | 157±4 |
| MTTP | 100±6 | 216±3*** | 60±2* | 133±18^###^^^^ |
| ABCA1 | 100±2 | 267±3*** | 119±9 | 232±26^^^^^ |
| ABCG1 | 100±5 | 219±11** | 153±14 | 293±35^^^^^ |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 6 — Source data Fig. 5

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Figure 5**

**Figure 5D:** (*P<0.05, *vs.* *Pparg*^flox/flox^, n = 4)

| **Genes** | ***Pparg*** ^flox/flox^ | ***Pparg* KO** |
| --- | --- | --- |
| ChREBP | 100±29 | 56±6*** |
| PPARγ | 100±30 | 4±2*** |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 6 — Source data Fig. 5

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Figure 5**

**Figure 5H:** (*P<0.05, **P<0.01, *vs.* *Pparg*^flox/flox^-NP, n = 5)

| **Genes** | ***Pparg* ^flox/flox^-NP** | ***Pparg* ^flox/flox^-P** | ***Pparg* KO-NP** | ***Pparg* KO-P** |
| --- | --- | --- | --- | --- |
| ChREBP | 100±29 | 187±13*** | 30±7* | 60±10 |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 6 — Source data Fig. 5

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Figure 5**

**Figure 5L:** (*P<0.05, **P<0.01, *vs.* *Pparg*^flox/flox^-WC, n = 5)

| **Genes** | ***Pparg*^flox/flox^** | |
| --- | --- | --- |
|  | **WC** | **WP** |
| ChREBP | 100±9 | 143±9* |
| PKLR | 100±9 | 183±29* |
| SCD1 | 100±9 | 160±13* |

| **Genes** | ***Pparg* KO** | |
| --- | --- | --- |
|  | **KC** | **KP** |
| ChREBP | 100±11 | 101±5 |
| PKLR | 100±19 | 91±23 |
| SCD1 | 100±25 | 119±17 |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 7 — Source data Fig. 6

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Figure 6**

**Figure 6I:** (*P<0.05, **P<0.01, ***P<0.001 *vs.* fPC, n = 3)

| **Genes** | **Female** | | **Male** | |
| --- | --- | --- | --- | --- |
|  | **fPC** | **fPF** | **fPC** | **fPF** |
| ChREBP | 100±10 | 166±16* | 80±6 | 84±16 |
| SCD1 | 100±20 | 159±1* | 89±1 | 121±9 |
| PKLR | 100±3 | 126±18 | 74±2 | 69±1 |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 8 — Source data Fig. 7

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Figure 7**

**Figure 7E:** (***P<0.001, *vs.* fWPC, n = 5)

| **Genes** | **fWPC** | **fWPF** | **fKPC-WT** | **fKPC-KO** | **fKPF-WT** | **fKPF-KO** |
| --- | --- | --- | --- | --- | --- | --- |
| p-IRS1 ^Ser1101^/IRES1 | 100±4 | 140±5*** | 114±11 | 94±4 | 92±4 | 83±12 |
| P-INSR ^Try1345^/ INSR | 100±22 | 45±5*** | 89±3 | 92±6 | 87±5 | 86±5 |
| p-AKT  ^Ser473^/ AKT | 100±21 | 41±2*** | 97±3 | 95±5 | 86±3 | 89±4 |
| p-GSK3β  ^Ser9^/ GSK3β | 100±19 | 49±4*** | 99±7 | 91±4 | 96±2 | 107±6 |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 8 — Source data Fig. 7

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Figure 7**

**Figure 7G:** (**P<0.01, ***P<0.001, *vs.* fWPC, n = 5)

| **Genes** | **fWPC** | **fWPF** | **fKPC-WT** | **fKPC-KO** | **fKPF-WT** | **fKPF-KO** |
| --- | --- | --- | --- | --- | --- | --- |
| ChREBP | 100±14 | 388±58** | 90±27 | 11±3*** | 91±13 | 15±3*** |
| PKLR | 100±14 | 174±22** | 85±29 | 60±9** | 86±5 | 27±4*** |
| SCD1 | 100±25 | 202±93** | 101±14 | 31±2*** | 87±5 | 26±3*** |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 9 — EV and Appendix Figures Source Data

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Appendix Figure S1**

**Appendix Figure S1D:** (***P<0.001, *vs.* E0, n = 3)

| **Genes** | **E0** | **E2** | **E11** | **E17** |
| --- | --- | --- | --- | --- |
| p-IRS1 ^Ser1101^/IRES1 | 100±3 | 123±1*** | 182±5*** | 226±12*** |
| P-INSR ^Try1345^/ INSR | 100±4 | 48±8*** | 55±1*** | 35±2*** |
| p-AKT  ^Ser473^/ AKT | 100±1 | 71±8*** | 44±3*** | 30±3*** |
| p-GSK3β  ^Ser9^/ GSK3β | 100±8 | 91±5 | 49±5*** | 32±1*** |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 9 — EV and Appendix Figures Source Data

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Appendix Figure S1**

**Appendix Figure S1E:** (*P<0.05, **P<0.01, ***P<0.001 *vs.* E0, n = 3)

| **Genes** | **WAT** | | | |
| --- | --- | --- | --- | --- |
|  | **E0** | **E2** | **E11** | **E17** |
| ChREBP | 100±16 | 138±23 | 89±16 | 55±13 |

| **Genes** | **BAT** | | | |
| --- | --- | --- | --- | --- |
|  | **E0** | **E2** | **E11** | **E17** |
| ChREBP | 100±15 | 126±12 | 155±28 | 247±46* |

| **Genes** | **Intestine** | | | |
| --- | --- | --- | --- | --- |
|  | **E0** | **E2** | **E11** | **E17** |
| ChREBP | 100±12 | 110±18 | 220±31*** | 137±29 |

| **Genes** | **Muscle** | | | |
| --- | --- | --- | --- | --- |
|  | **E0** | **E2** | **E11** | **E17** |
| ChREBP | 100±7 | 86±6 | 132±10* | 95±15 |

| **Genes** | **Pancreas** | | | |
| --- | --- | --- | --- | --- |
|  | **E0** | **E2** | **E11** | **E17** |
| ChREBP | 100±1 | 164±31 | 150±11* | 142±9 |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 9 — EV and Appendix Figures Source Data

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Appendix Figure S2**

**Appendix Figure S2A:** (***P<0.001, *vs.* E0, n = 3)

| **Genes** | **E0** | **E2** | **E11** | **E17** |
| --- | --- | --- | --- | --- |
| SCD1 | 100±6 | 288±31*** | 380±8*** | 410±22*** |
| PKLR | 100±5 | 254±4*** | 278±12*** | 300±12*** |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 9 — EV and Appendix Figures Source Data

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Appendix Figure S4**

**Appendix Figure S4A:** (*P<0.05, **P<0.01, ***P<0.001 *vs.* Progesterone dose-0, n = 3)

| **Genes**  Progesterone  dose | **Primary hepatocytes** | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **0** | **20** | **50** | **100** | **200** | **400** |
| ChREBP | 100±15 | 131±9 | 109±8 | 134±6* | 145±12* | 154±2*** |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 9 — EV and Appendix Figures Source Data

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Appendix Figure S4**

**Appendix Figure S4B:** (*P<0.05, **P<0.01, ***P<0.001 *vs.* Progesterone time-0, n = 3)

| **Genes**  Progesterone  time | **Primary hepatocytes** | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **0** | **3** | **6** | **9** | **12** | **24** |
| ChREBP | 100±28 | 207±22*** | 255±29*** | 325±16*** | 392±4*** | 645±7*** |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 9 — EV and Appendix Figures Source Data

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Appendix Figure S4**

**Appendix Figure S4C:** (*P<0.05, **P<0.01, ***P<0.001 *vs.* Progesterone dose-0, n = 3)

| **Genes**  Estradiol  dose | **Primary hepatocytes** | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **0** | **0.1** | **0.5** | **1** | **5** | **10** |
| ChREBP | 100±5 | 90±1 | 72±3** | 60±1*** | 86±1 | 87±1 |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 9 — EV and Appendix Figures Source Data

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Appendix Figure S7**

**Appendix Figure S3B:** (*P<0.05, **P<0.01, ***P<0.001, *vs.* Ctrl, n = 4)

| **Progesterone** | **Primary hepatocytes** | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **0** | **25** | **100** | **0** | **25** | **100** |
| **Mifepristone** | **0** | **0** | **0** | **100** | **100** | **100** |
| ChREBP | 100±3 | 142±3*** | 149±7*** | 102±3 | 95±2 | 85±1 |
| PGR-A | 100±1 | 99±1 | 108±1 | 49±3*** | 39±1*** | 32±1*** |
| PGR-B | 100±5 | 101±6 | 126±4 | 40±1*** | 40±1*** | 42±2*** |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 9 — EV and Appendix Figures Source Data

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Appendix Figure S7**

**Appendix Figure S3C:** (*P<0.05, *vs.* Ctrl, n = 4)

| **Genes** | ***Pparg*** ^flox/flox^ | |
| --- | --- | --- |
|  | **Ctrl** | **Rosi** |
| ChREBP | 100±5 | 144±11* |
| PPARγ | 100±8 | 129±4* |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 9 — EV and Appendix Figures Source Data

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Appendix Figure S10**

**Appendix Figure S10:** (*P<0.05, **P<0.01, ***P<0.001 *vs.* EV-Progesterone-insulin-, ^#^P<0.05, ^##^P<0.01, ^###^P<0.001 *vs.* plRES-ChREBP-Progesterone-insulin, n = 3)

| **HepG2 cells** | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Pro | **-** | **+** | **-** | **+** | **-** | **+** | **-** | **+** |
| insulin | **-** | **-** | **+** | **+** | **-** | **-** | **+** | **+** |
| **Gene** | **EV** | | | | **plRES-ChREBP** | | | |
| p-AKT ^Ser473^/AKT | 100±4 | 94±6 | 188±4* | 319±79*** | 379±7*** | 479±41^###^ | 739±10^###^ | 785±34^###^ |
| ChREBP | 100±1 | 174±6* | 216±6* | 204±8* | 311±7*** | 390±16^###^ | 405±17^###^ | 618±18^###^ |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 9 — EV and Appendix Figures Source Data

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Figure EV2**

**Figure EV2D:** (n = 5)

| **Genes** | **fWPC** | **fWPF** | **fKPC-WT** | **fKPC-KO** | **fKPF-WT** | **fKPF-KO** |
| --- | --- | --- | --- | --- | --- | --- |
| p-IRS1 ^Ser1101^/IRES1 | 100±11 | 86±3 | 79±12 | 78±7 | 85±7 | 78±5 |
| P-INSR ^Try1345^/ INSR | 100±9 | 93±10 | 86±3 | 80±3 | 79±9 | 78±22 |
| p-AKT  ^Ser473^/ AKT | 100±18 | 113±8 | 83±4 | 93±6 | 88±10 | 82±6 |
| p-GSK3β  ^Ser9^/ GSK3β | 100±10 | 196±47 | 226±19 | 137±20 | 119±8 | 170±29 |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 9 — EV and Appendix Figures Source Data

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**EV 2**

**EV 2F:** (**P<0.01, ***P<0.001, *vs.* fWPC, n = 5)

| **Genes** | **fWPC** | **fWPF** | **fKPC-WT** | **fKPC-KO** | **fKPF-WT** | **fKPF-KO** |
| --- | --- | --- | --- | --- | --- | --- |
| ChREBP | 100±14 | 113±17 | 106±28 | 15±7*** | 106±7 | 13±9*** |
| PKLR | 100±21 | 133±27 | 126±20 | 63±25* | 103±12 | 74±9* |
| SCD1 | 100±6 | 111±19 | 121±10 | 63±7** | 124±17 | 55±7** |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 9 — EV and Appendix Figures Source Data

**Results of statistical analysis of band density for Western blot**

All the Western blot images were conducted analysis of band density, and normalized to the density of β-actin in the corresponding samples.

**Figure EV1**

**Figure EV1D:** (*P<0.05, **P<0.01, ***P<0.001 *vs.* CC, ^#^P<0.05, ^##^P<0.01, ^###^P<0.001 *vs.* CF, ^^^P<0.05, ^^^^P<0.01, ^^^^^P<0.001 *vs.* PC, n = 3)

| **Genes** | **CC** | **CF** | **PC** | **PF** |
| --- | --- | --- | --- | --- |
| p-IRS1 ^Ser1101^/IRES1 | 100±5 | 132±4*** | 204±6*** | 370±17^###^^^^ |
| P-INSR ^Try1345^/ INSR | 100±10 | 79±5* | 67±3*** | 38±2^###^^^ |
| p-AKT  ^Ser473^/ AKT | 100±7 | 72±9* | 86±13* | 47±1^###^^^^ |
| p-GSK3β  ^Ser9^/ GSK3β | 100±5 | 69±7*** | 52±2*** | 25±2^###^^^^ |

# Supplementary material for: Liver ChREBP deficiency inhibits fructose-induced insulin resistance in pregnant mice and female offspring
**Source:** EMBO Rep. 2024 Mar 26;25(4):25. doi: 10.1038/s44319-024-00121-w
**Supplement:** Supplementary file 11 — Expanded View Figures

## Expanded View Figures

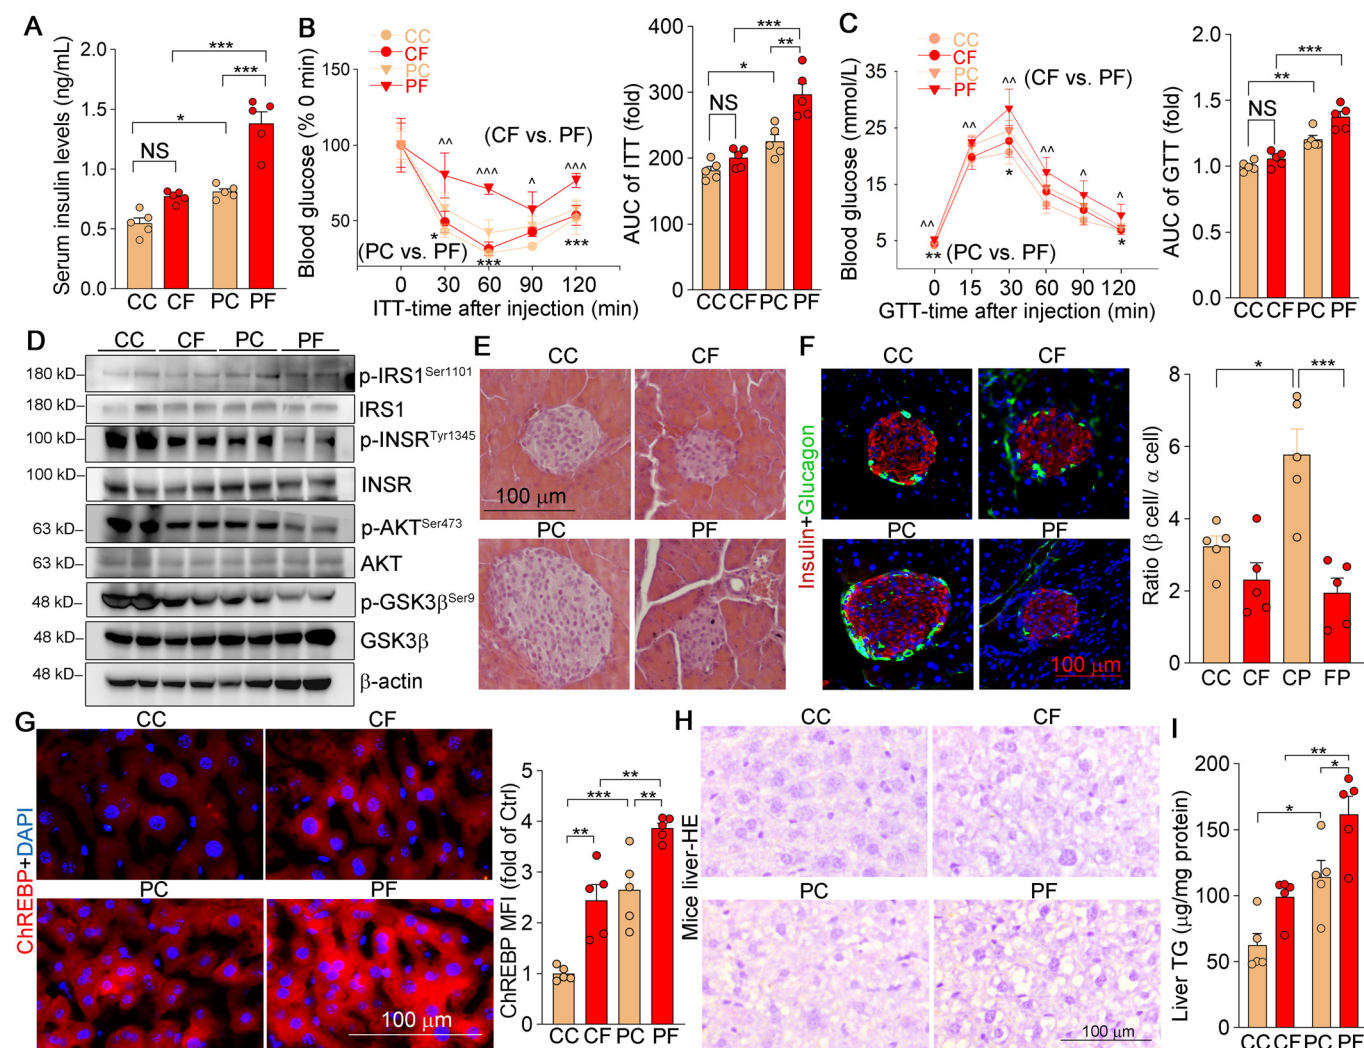

**Figure EV1. HFrD aggravates glucose and lipid metabolism disorders in maternal mice.**

The mice in Fig. 1E were used to complete following assays: (A–C) Serum insulin level (A), ITT (B) or GTT (C) assay at the E14 or E15, and quantitation of areas under curves (AUC). (D) Expression of protein related to insulin signaling pathway in mouse liver was determined by Western blot. (E) HE staining of mice pancreas sections. (F) Immunofluorescent staining with anti-glucagon (green) or anti-insulin (red) antibodies of mice pancreas sections, and the ratio of beta cell area (insulin-positive) to alpha cell area (glucagon-positive) was calculated,  $n = 5$ . (G) The protein expression of ChREBP was determined by immunofluorescent staining with quantification of the mean immunofluorescence intensity (MFI) of images. (H) HE staining of liver sections. (I) triglyceride (TG) quantification in the liver.  $n = 5$ . Data information: All graphs are represented as Mean  $\pm$  SEM,  $n$ : biological replicates. Two-way ANOVA followed by Tukey's multiple comparisons test was used. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , NS: no significance vs. indicated group. Source data are available online for this figure.

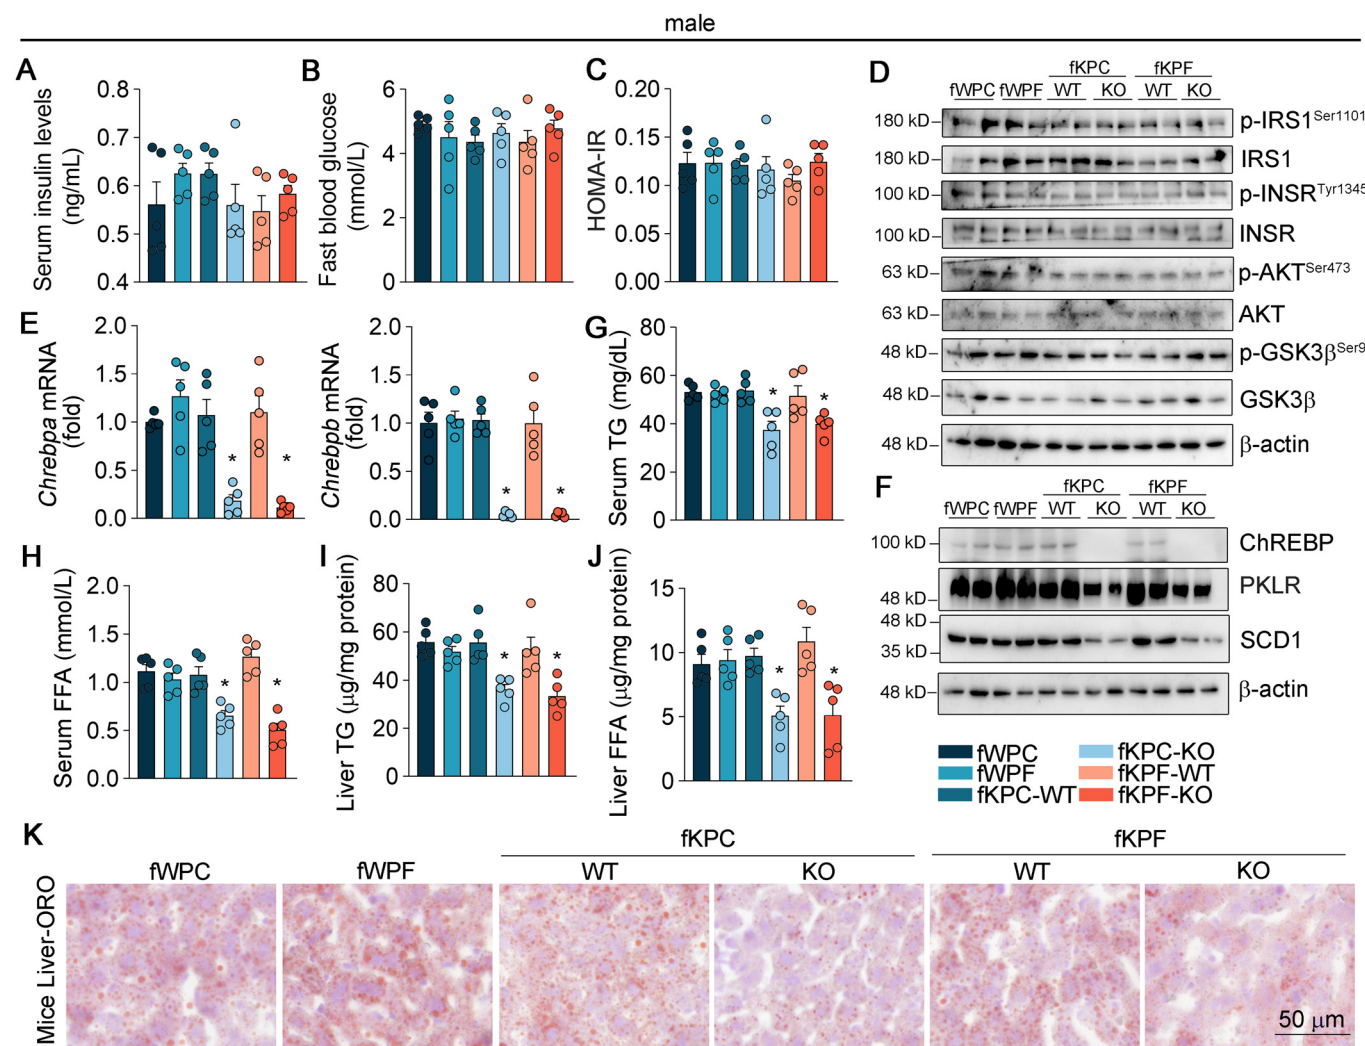

**Figure EV2. Hepatic ChREBP deficiency did not improve HFrD-impaired the glucose and lipid homeostasis of male offspring.**

The male offspring in Fig. 7A were used to complete following assays: (A–C) Serum insulin levels (A), fast blood glucose (B) and HOMA-IR index (C) of male offspring. (D,F) Expression of protein related to insulin signaling pathway (D) and ChREBP and its downstream target protein (F) was determined by Western blot in the liver from male offspring. (E) Expression of *Chrebp* and *Chrebp* mRNA in the liver from male offspring was determined by qRT-PCR. (G–J) The serum (G and H) and liver (I and J) were conducted triglyceride (TG) and free fatty acid (FFA) quantitative analysis. (K) Oil Red O (ORO) staining of liver sections. (K).  $n = 5$ . Data information: All graphs are represented as Mean  $\pm$  SEM,  $n$ : biological replicates. One-way ANOVA followed by Tukey's multiple comparisons test was used. \* $P < 0.05$  vs. fWPC group. Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

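RNA of the liver of 3 KPF and 3 WPF dams was analysed. The authors deposited raw read counts per gene and FPKM values side by side. The FPKM values equal the deposited counts divided by the exonic length, also given by the authors, and by the total of the counted reads, rounded to 2 decimals. The paper's text gives the library preparation and sequencing but does not name the aligner, the counting tool or the genome build. The coordinates of the deposited table differ from those of GRCm38, so no coordinate of the table was combined with the GENCODE M21 annotation, which was used for gene symbols (52073 of 56691 gene IDs matched, and 4618 did not), for GC content of transcripts and for the exons of *Mlxipl*.

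The test fixed before the data were examined was limma on log2(FPKM + 1), because only FPKM values were foreseen. As the deposited table also holds counts, edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3, TMM normalization) on the counts was used as the main test, with the same groups, the same filter (mean FPKM of at least 1) and the same thresholds. The change was decided before any result was seen, and results of limma 3.58.1 are given beside it for the gene numbers, the lists of Fig. 4A and *Mttp*. Adjusted p values are Benjamini-Hochberg. Unadjusted p values of edgeR and camera rest on the model, since an exact test of 3 dams against 3 cannot go below 0.1, and the exact permutation p is given beside them for the main genes. Values per library are TMM-normalized CPM. Genes below the FPKM minimum were fitted together with the tested genes and have no adjusted p. Lists were tested by Fisher's exact test on called genes and by limma's camera with an inter-gene correlation of 0.01. The gene lists were written from general knowledge of the pathways before the data were examined, except the adipose, fibroblast and mesothelium lists, which were written afterwards.

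The genes named were every gene the paper names for this comparison, the 5 higher and 5 lower genes with the smallest p among those that change at least 2-fold without overlap of the groups, and up to 5 members of each list. The rule named limma's p, and edgeR's p was used in its place when the test was changed. Replicate numbers 2 and 3 occur in both groups in the sample labels but stand for different dams. The alternatives were other pseudocounts, filters, scalings and variance models, leaving out each replicate, and the replicate number as a block. DESeq2 1.42.0, its size factors, library totals and the filter of edgeR were added after the data were seen, and the FPKM test as first designed became an alternative when the counts were found.

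The tests were tried on simulated counts with 200 changed genes among 10866. With the spread of these libraries, edgeR recovered 98.0% of the changed genes by the rule of Fig. 4D and 78.5% at an adjusted p under 0.05. Each simulated change was larger in size than the log2 fold changes of *Mttp*, -0.91, and *Abca1*, -0.51. The rates therefore tell nothing about changes as small as these. In the real libraries even *Scd1*, with a log2 fold change of -4.74, had an adjusted p of 0.415 in edgeR's test. The libraries hold between 10694496 and 14496630 counted reads, and genes with few reads, such as *Abcg1* and *Pparg*, are measured with wide error. The RNA-seq of PF and PC dams was not analysed here.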

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

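The tests of both lists were chosen only after the results were seen.

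The list of stellate and endothelial cell genes, which the paper does not discuss, was higher in KPF than in the control group WPF. The median log2 fold change of its members exceeded that of the other genes by 0.73, with 11 of 13 members higher. The largest log2 fold changes were 4.31 for *Des*, 2.15 for *Col1a1*, 2.10 for *Col1a2* and 1.48 for *Col3a1*. The endothelial members were mixed, with 0.68 for *Pecam1*, 0.61 for *Lyve1*, 0.57 for *Vwf*, 0.03 for *Clec4g*, -0.08 for *Kdr* and -0.47 for *Stab2*. The shift of the list therefore does not show a rise of endothelial genes. The camera p was 1.99e-05 with library totals in place of TMM, 2.74e-05 after removing each library's trend on GC content and 9.54e-05 after thinning all libraries to the smallest total. The largest p with one library left out was 0.00206. Among the 4 splits of the libraries that part both same-numbered pairs, 1, the real one, gave a p as small, which is the least that this number of splits allows, and it was 1 of all 10 splits. A list of 8 connective tissue fibroblast genes was higher in KPF as well, with an unadjusted camera p of 5.63e-06 over all detected genes. Only 4 of its members were among the tested genes, 3 of them higher, and there the camera p was 0.00776, so that the pattern cannot be told apart from a different share of connective tissue in the pieces of liver. More RNA from such cells in KPF, through sampling or through the state of the liver, is a candidate explanation.

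The list of SREBP2 targets, genes of cholesterol synthesis, was lower in KPF, with a median difference in log2 fold change of -0.43 and 19 of 24 members lower. The camera p was 0.000489 with library totals, 0.000641 after removing the GC trend and 0.000151 after thinning. Without KPF replicate 2 it was 0.207, so the pattern depends on that library. Of the 4 splits that part both pairs, 1, the real one, gave a p as small, but 3 of all 10 splits did, and grouping by chance cannot be excluded.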

How the results depend on the processing

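The ChREBP target list stayed lower in KPF and past its threshold under every alternative of this part, with a median difference in log2 fold change from -2.56 to -1.71. The variance model and the array weights do not enter its camera test, so they could not move its p. *Mttp* stayed lower in KPF under each alternative of this part, from -1.31 to -0.64 on the log2 scale, and its unadjusted p stayed under 0.05 except without KPF replicates 1 or 2 or WPF replicates 2 or 3. *Apob*, *Abcg1*, *Pparg*, *Akt2*, *Gsk3b*, *Stard3*, *Hsd3b1* and *Slc2a4* changed sign under some alternatives. *Abcg1* and *Pparg* have few reads and standard errors of 0.41 and 0.52. A list is counted as called below at an unadjusted Fisher's p under 0.05. Against the 0 genes with an adjusted p under 0.05 in edgeR's test (1176 at an unadjusted p under 0.05), the alternatives gave from 0 to 286. The alternatives on filters, replicates and the block were run with edgeR, and those on the pseudocount, FPKM scaling and variance with limma on FPKM values, which changes the test too. DESeq2, its size factors, library totals and edgeR's filter were chosen after seeing the data. Limma on log2(FPKM + 1) is the test set before the data were examined and became an alternative when the counts were found. The cause of the changes below was not tested.

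Without an expression filter, 286 genes had an adjusted p under 0.05, 1575 genes were higher, 910 genes were lower, *Abca1* had an unadjusted p of 0.05 or more at -0.58 and *Abcg1* changed sign at -0.062. With a minimum mean FPKM of 5, 255 genes were higher, 205 genes were lower and the cholesterol metabolism list stood at 1.82-fold and lost its call. With DESeq2, 175 genes had an adjusted p under 0.05 and the cholesterol metabolism list stood at 1.69-fold and lost its call. With DESeq2's size factors in edgeR, the fatty acid metabolism list stood at 1.77-fold and lost its call. With library totals in place of TMM, 371 genes were higher, 716 genes were lower, *Abcg1* changed sign at -0.13 and *Gsk3b* changed sign at -0.085. With edgeR's own filter, the cholesterol metabolism list stood at 1.76-fold and lost its call, the fatty acid metabolism list stood at 1.83-fold and lost its call and *Abcg1* changed sign at -0.023.

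With limma on log2(FPKM + 0.1), 288 genes were higher, 700 genes were lower, the PPAR signaling list stood at 1.68-fold and lost its call, *Abcg1* changed sign at -0.053, *Gsk3b* changed sign at -0.059 and *Stard3* changed sign at -0.092. With limma on FPKM rescaled by median-of-ratios factors, 340 genes were higher and *Abcg1* changed sign at -0.0055. With limma on TPM, 1 gene had an adjusted p under 0.05, 155 genes were higher, 925 genes were lower, the PPAR signaling list stood at 1.71-fold and lost its call, *Abcg1* changed sign at -0.10, *Mlxipl* had an unadjusted p under 0.05 at -1.34, *Gsk3b* changed sign at -0.15 and *Stard3* changed sign at -0.18. With limma on quantile-normalized log2(FPKM + 1), 345 genes were higher and *Abcg1* changed sign at -0.063. With unmoderated variance on log2(FPKM + 1), 103 genes were higher, *Abcg1* changed sign at -0.032, *Gsk3b* changed sign at -0.049 and *Stard3* changed sign at -0.058. With unmoderated test on unlogged FPKM, 110 genes were higher, the PPAR signaling list stood at 1.96-fold and lost its call, the fatty acid biosynthesis list stood at 1.75-fold and lost its call, the fatty acid metabolism list stood at 0.42-fold, *Abcg1* changed sign at -0.12 and *Gsk3b* changed sign at -0.086. With array weights on log2(FPKM + 1), 1 gene had an adjusted p under 0.05, 969 genes were lower, *Mlxipl* had an unadjusted p under 0.05 at -1.5, *Gsk3b* changed sign at -0.18, *Stard3* changed sign at -0.030, *Hsd3b1* changed sign at 0.036 and *Slc2a4* changed sign at -0.34. With limma on log2(FPKM + 1), 237 genes were higher, *Abcg1* changed sign at -0.032, *Gsk3b* changed sign at -0.049 and *Stard3* changed sign at -0.058. Of the called genes, 59.5% were higher in KPF with TMM, 34.1% with library totals, 30.5% with limma on log2(FPKM + 1), 14.4% with limma on TPM and 49.3% after quantile normalization. The median log2 fold change of all tested genes was 0.02 with TMM, -0.12 with library totals and -0.21 with limma on TPM. Limma on log2(FPKM + 1) shared 580 called genes with edgeR and TMM.

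The same-numbered dams of the groups are different animals, and their deviations from the group means had a mean correlation of 0.011, so the replicate number does not pair them. Replicate 1 occurs only in KPF and replicate 4 only in WPF, so the blocked comparison rests on replicates 2 and 3 of each group. With the replicate block, *Abca1* had an unadjusted p of 0.05 or more at -0.49, *Stard3* changed sign at -0.13, *Hsd3b1* changed sign at 1.10 and *Slc2a4* changed sign at -0.10. With the block, 680 genes were higher and 551 lower, *Mttp* stood at -1.31 and *Mlxipl* at -0.51. The lists stood at 2.39-fold for PPAR signaling, 1.89-fold for cholesterol metabolism, 4.01-fold for fatty acid biosynthesis and 2.30-fold for fatty acid metabolism, and the median difference of the ChREBP targets was -2.51.

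Among genes called higher in KPF only, the PPAR signaling list stood at 1.74-fold and lost its call, the cholesterol metabolism list stood at 0.82-fold, the fatty acid biosynthesis list stood at 0.00-fold and the fatty acid metabolism list stood at 0.00-fold. With camera on all genes, the PPAR signaling list had a median difference of -0.041 and lost its call. Among genes called lower in KPF only, the enrichments were 3.84-fold for PPAR signaling and 3.59-fold for cholesterol metabolism and 11.43-fold for fatty acid biosynthesis and 4.92-fold for fatty acid metabolism. For both fatty acid lists this split by direction was fixed in advance, as each called member was lower. *Abca1*, which did not reach the 1.5-fold limit with edgeR and TMM, passed both limits of Fig. 4D with limma on log2(FPKM + 0.1) at -0.63, with limma on TPM at -0.70, with unmoderated test on unlogged FPKM at -0.66, with array weights on log2(FPKM + 1) at -0.66, with library totals in place of TMM at -0.66 and without KPF replicate 3 at -0.60. The Bonferroni correction over 4 lists was passed under 14 of 24 alternatives for PPAR signaling, 10 of 24 alternatives for cholesterol metabolism, 16 of 24 alternatives for fatty acid biosynthesis and 10 of 24 for fatty acid metabolism. With camera, the 3 lists other than PPAR signaling had an unadjusted p under 0.05 and were shifted lower, with median differences of -0.21 for cholesterol metabolism, -0.30 for fatty acid biosynthesis, -0.21 for fatty acid metabolism.

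Across the 6 fits that each left out one library, the log2 fold changes, enrichments and gene numbers ran from 0 to 5 for genes with adjusted p under 0.05, from 324 to 910 for genes higher in KPF, from 246 to 709 for genes lower in KPF, from -1.19 to -0.64 for *Mttp*, from -0.16 to 0.032 for *Apob*, from -0.60 to -0.44 for *Abca1*, from -0.28 to 0.26 for *Abcg1*, from -0.57 to 0.14 for *Pparg*, from -0.18 to 0.0034 for *Akt2*, from -0.064 to 0.20 for *Gsk3b*, from -0.060 to 0.41 for *Stard3*, from -1.41 to 1.37 for *Hsd3b1*, from -2.61 to 2.32 for *Slc2a4*, from 1.6 to 2.62-fold for the PPAR signaling list, from 1.21 to 2.34-fold for the cholesterol metabolism list and from 1.46 to 2.44-fold for the fatty acid metabolism list. Across the same 6 fits, *Mlxipl* ran from -1.23 to -0.42 and the fatty acid biosynthesis list from 3.05 to 5.20-fold. Over 41 other named genes, 45 values were weaker, 11 stronger and 26 of the opposite sign among all alternatives, and 776 were the same.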

Differences from the paper's values

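No value read from Fig. 4A or Fig. 4D differed from the values here by the limits set for a difference. This held with edgeR and TMM, and not under every alternative. The limit was 1.5 times for gene numbers and enrichments, and a change of sign or the standard error for log2 fold changes. Cholesterol metabolism lay close to its limit, at 1.94-fold against about 2.9-fold read by eye. The lists were written by hand, so their enrichments and the paper's do not rest on the same genes. Of the 16 alternatives set before the data were examined, 11 gave a number of higher genes, and 7 a number of lower genes, more than 1.5 times from the paper's about 580 and about 480 in Fig. 4D, read by eye. While the gene numbers were compared with Fig. 4D, 24 further combinations of a filter and a scale for the FPKM values were tried, chosen after seeing the values. These gave between 73 and 371 higher and between 390 and 620 lower genes. Of these, 12 came within 10% of the paper's number of lower genes, and 0 within 10% of its number of higher genes. Of the 16 alternatives set before, the log2 fold change of *Abcg1* differed from the paper's in 9, that of *Apob* in 2 and those of *Mttp* and *Abca1* in 0. The differences of *Abcg1* and *Apob* were changes of sign within their standard errors of 0.41 and 0.26. They tell nothing about these genes. Of 19 alternatives for the lists, the enrichment differed in 8 for cholesterol metabolism, in 6 each for fatty acid biosynthesis and fatty acid metabolism and in 5 for PPAR signaling.

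The paper places cholesterol metabolism among its most enriched pathways, and here the list was enriched 1.94-fold with a Bonferroni p of 0.195 by Fisher's exact test. It passed the correction over 4 lists under 10 of 24 alternatives. Of those set before the data were examined, these were limma on log2(FPKM + 0.1), limma on TPM, the unmoderated tests on log2(FPKM + 1) and on unlogged FPKM, array weights, leaving out WPF replicate 4, counting only genes called lower, and a background of all genes in the deposited table, which includes genes that could not be called. It also passed with limma on log2(FPKM + 1), the test first designed, at 2.66-fold, and with library totals in place of TMM, an alternative chosen after seeing the values, at 2.38-fold.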

Other observations

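Of the tests in this part, those of the pancreas, red blood cell and immune cell lists, of library size, GC content, length and dominant genes on the number of called genes, and of the clock genes in WPF replicate 4 were set before their results were seen, and the others afterwards. The cell lists were first computed over genes above the FPKM minimum, where several had too few members, and were computed again over all detected genes after those values had been seen.

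The clock genes differed strongly between libraries in a way that crossed the groups. *Arntl* was counted at 2.31 and 1.04 CPM in KPF replicates 1 and 2 and at 1.49 CPM in WPF replicate 4, but at 25.8 CPM in KPF replicate 3 and at 21.6 and 31.5 CPM in WPF replicates 2 and 3. *Dbp* ran the other way, at 37.2, 201 and 289 CPM in the first 3 of these libraries and at 5.76, 2.05 and 1.58 CPM in the others. The deviation of the clock genes of WPF replicate 4 from the other WPF libraries was above 100% of 10000 random lists of matched expression. A difference in the time of day at which the dams were killed is a candidate explanation. It would be unevenly spread over KPF and WPF, and with 6 libraries it cannot be fully separated from genotype. With a score of 12 clock genes as a covariate in edgeR's test, 727 genes were called by the rule of Fig. 4D, 616 of them among the 1066 called without it. *Mttp* then had a log2 fold change of -0.69 at an unadjusted model p of 0.0458, and *Abca1* one of -0.48 at 0.0734. The ChREBP target list remained lower in KPF, with a median difference in log2 fold change of -1.47 and an unadjusted camera p of 2.08e-12. So small a camera p does not measure the spread between dams, since wrong groupings of the libraries came close. Without the covariate, the camera p was 1.24e-11 for KPF against WPF. It was 4.32e-11 for KPF replicates 1 and 3 with WPF replicate 4, against the rest. KPF replicate 1 with WPF replicates 2 and 3 gave 8.81e-09, and KPF replicates 1 and 2 with WPF replicate 4 gave 9.51e-08. The other wrong groupings gave 0.239 or more.

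The ChREBP targets, a list of 22 genes, were lower in KPF, with 21 of 22 members lower and a median difference in log2 fold change of -2.25. Their median log2 CPM was 5.16, 5.66 and 5.61 in KPF and 7.34, 7.87 and 5.90 in WPF replicates 2, 3 and 4. WPF replicate 4 thus lay nearer to KPF. Its *Mlxipl*, at 891 CPM, was above that of KPF replicate 3, at 860 CPM, by less than the spread within WPF, and the count is not split by exon, so it cannot tell whether the labels of these libraries were exchanged. A different time of day or feeding state may play a part, as the clock genes of that library deviated more than 100% of matched lists, but no feeding record was tested.

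KPF replicate 2 lay apart from the other 5 libraries on the first principal component, which held 40.7% of the variance. Its total of counts ranked 2 from the smallest, so depth does not set it apart. Against the other libraries, the medians of the adipose tissue and connective tissue fibroblast lists were above 100% of matched random lists, that of the mesothelium list above 99.98% and that of the stellate and endothelial cell list above 95.48%. The immune cell list was at 92.33%, the red blood cell list at 0.34% and the pancreas acinar list at 0.58%. Some tissue attached to the liver in that sample is a candidate explanation. *Cfd*, a gene of adipose tissue, was counted at 16.9 CPM there and *Des* at 475 CPM.

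The number of genes called by the rule of Fig. 4D, 1066, was set against technical differences. After thinning every library to the smallest total, 1069 genes were called. The number was 1049 after removing each library's trend on GC content, 1019 after removing that on gene length and 1055 without the 50 genes with the most counts. These counts do not show whether the same genes were called, so they cannot exclude technical differences for single genes. Of the 4 splits that part both same-numbered pairs, 1, the real one, called as many genes. For the 0 genes with an adjusted p under 0.05 (1176 had an unadjusted p under 0.05) the count of splits, 4 of 4, is fixed in advance and shows nothing. For the list enrichments, 1 of these 4 splits gave a p as small for PPAR signaling, cholesterol metabolism and fatty acid biosynthesis, and 2 of 4 for fatty acid metabolism. For the direction of the ChREBP targets it was 1 of 4. The other 6 splits keep at least one same-numbered pair together. As the replicate numbers stand for different dams, all 10 splits were counted too. A result as large came from 3 of 10 for PPAR signaling and for fatty acid metabolism, and from 1 of 10, the real split, for the number of called genes, cholesterol metabolism, fatty acid biosynthesis and the ChREBP targets. With so few splits, grouping by chance cannot be excluded for these called genes and lists. Of the other genes that the paper names, these had an unadjusted p above 0.05 in edgeR's test. The log2 fold changes were -0.54 for *Pgrmc1*, -0.18 for *Insr*, 0.79 for *Irs1*, 0.32 for *Akt1*, -0.11 for *Akt2*, 0.06 for *Gsk3b*, -0.44 for *Star*, 0.12 for *Stard3*, -0.78 for *Hsd3b1* and 1.57 for *Slc2a4*, and *Cyp11a1* had 0 reads in every library. *Irs1*, *Star* and *Hsd3b1* were below the FPKM minimum, *Hsd3b1* with 0 to 16 reads per library, and *Slc2a4* ran from 2 to 622 reads. *Pgrmc1* did not overlap between the groups, and its unadjusted p was under 0.05 in 9 of 21 alternatives, among them limma on log2(FPKM + 1) with a log2 fold change of -0.69. For *Irs1* and *Akt1* this was so in 1 of 21 each. *Pklr* and *Acly*, with unadjusted p values of 0.00212 and 0.00473 in edgeR's test, had log2 fold changes of -2.91 and -3.08. One of the comparable splits, KPF replicate 1 with WPF replicates 2 and 3, called 908 genes. The split that sets KPF replicates 1 and 2 and WPF replicate 4 against the rest, as the clock genes do, called 836 genes and gave 3 with an adjusted p under 0.05. Under it the Fisher's exact p was 0.000116 for the PPAR signaling list and 0.00220 for the fatty acid metabolism list, both smaller than for KPF against WPF, so for these lists the genotype and the difference that the clock genes follow cannot be told apart. The split of KPF replicate 1 and WPF replicates 2 and 4 against the rest gave 0.000414 for the PPAR signaling list.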
